# Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice

**DOI:** 10.1038/s41467-019-13193-3

**Published:** 2019-11-15

**Authors:** Zhengpin Wang, Xiaojiang Xu, Jian-Liang Li, Cameron Palmer, Dragan Maric, Jurrien Dean

**Keywords:** Spermatogenesis, Stem cells

## Abstract

Spermatogonial stem cells (SSCs) have the dual capacity to self-renew and differentiate into progenitor spermatogonia that develop into mature spermatozoa. Here, we document that preferentially expressed antigen of melanoma family member 12 (PRAMEF12) plays a key role in maintenance of the spermatogenic lineage. In male mice, genetic ablation of *Pramef12* arrests spermatogenesis and results in sterility which can be rescued by transgenic expression of *Pramef12*. *Pramef12* deficiency globally decreases expression of spermatogenic-related genes, and single-cell transcriptional analysis of post-natal male germline cells identifies four spermatogonial states. In the absence of *Pramef12* expression, there are fewer spermatogonial stem cells which exhibit lower expression of SSC maintenance-related genes and are defective in their ability to differentiate. The disruption of the first wave of spermatogenesis in juvenile mice results in agametic seminiferous tubules. These observations mimic a Sertoli cell-only syndrome in humans and may have translational implications for reproductive medicine.

## Abstract (web summary)

Spermatogonial stem cells have the dual capacity to self-renew and differentiate into mature spermatozoa. Here, using transcriptome analyses of juvenile testes in gene-edited mice, the authors demonstrate that PRAMEF12 is required to maintain germ cell homeostasis and promote their differentiation.

## Introduction

Mammalian spermatogenesis is a highly coordinated, dynamic process of cell differentiation with three distinc phases: mitois, meiosis, and spermiogenesis. Life-long testicular spermatogenesis depends on the presence of spermatogonial stem cells (SSCs) as well as their amplification and transition into progenitor and differentiating spermatogonia^1,2^. In mice, SSCs are derived from gonocytes that arise from primordial germ cells (PGCs) formed in the proximal epiblast during embryogenesis^3–6^. SSCs are located in the basal compartment of the seminiferous epithelium of the testis and have the capacity to divide which: (1) allows self-renewal to maintain the SSC pool; and (2) gives rise to progenitor spermatogonia, which have a large proliferative capacity, but are committed to differentiate^7^. SSCs reside in the population of A_single_ (A_s_) spermatogonia, which initiate mitotic divisions either to produce two new A_s_ spermatogonia by complete cytokinesis or to generate chains of A_paired_ (A_pr_), and A_aligned_ (A_al(4)_, A_al(8)_, A_al(16)_, and in rare cases, A_al(32)_) spermatogonia (Fig. 1a). Because of incomplete cytokinesis, A_pr_ and A_al_ cells are connected by intercellular bridges and represent undifferentiated spermatogonia^2,4,6^. The A_al_ spermatogonia, as well as a few A_pr_ spermatogonia, differentiate into A_1_ spermatogonia without division and then mitotically divide five times to sequentially form A_2_, A_3_, A_4_, intermediate, and type B spermatogonia that are collectively termed differentiated spermatogonia^1,2,4^. Type B spermatogonia divide into two primary diploid spermatocytes, each of which meiotically divide into four haploid round spermatids to initiate spermiogenesis and form mature spermatozoa^2^.

**Fig. 1:**
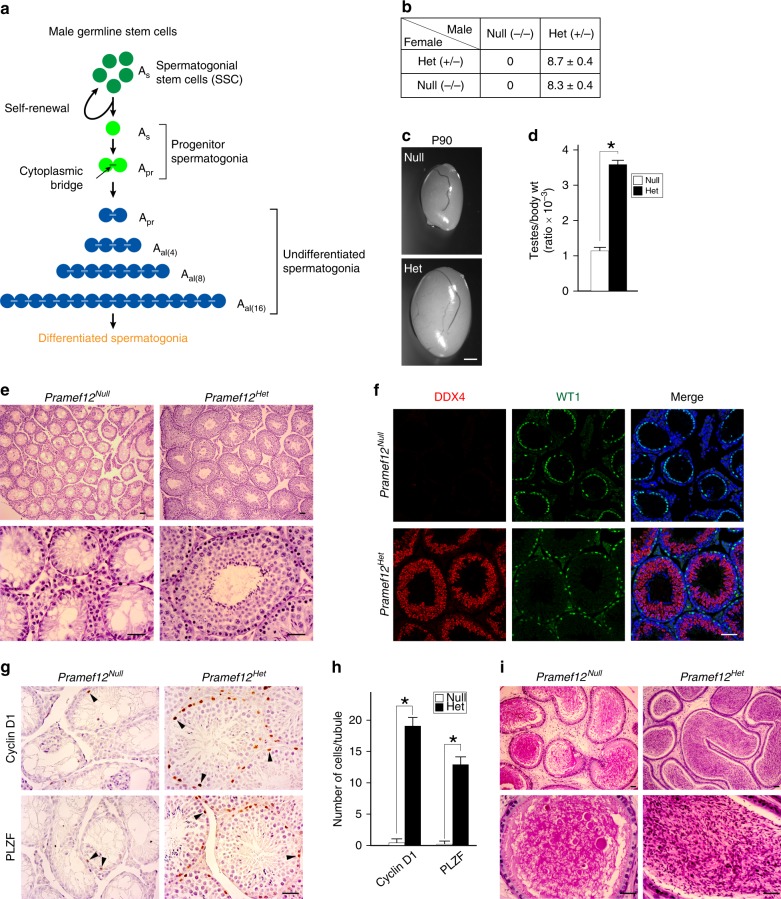
*Pramef12* is essential for spermatogenesis and male fertility. **a** The hierarchy of different cell types of spermatogonia during SSC self-renewal and differentiation. The A_s_ spermatogonia are heterogeneous with SSCs and A_s_ progenitors. The A_s_ and A_pr_ progenitors have the potential to become SSCs. A_s_ spermatogonia produce chains of A_pr_ A_al(4)_, A_al(8)_, and A_al(16)_ undifferentiated spermatogonia that are connected by cytoplasmic bridges and are precursors of differentiated spermatogonia. **b** Fertility of > 3 pairs of *Pramef12*^*Null*^ and *Pramef12*^*Het*^ male and female mice mated 1:1. Mean litter sizes ± s.d. are shown with indicated genotypes. **c** Testes of P90 adult *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice. Scale bar, 1 mm. **d** Ratios of testis to body weight of *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice shown in **c**. Mean ± s.d, *n* = 6 biologically independent testes from six different animals. *P *=* 1.44E-08 by two-tailed Student’s *t* test. **e** Adult testis sections from *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice stained with periodic acid-Schiff (PAS) and hematoxylin. *Pramef12*^*Null*^ testes are agametic with a Sertoli cell-only phenotype. Scale bar, 50 μm. **f** Immunofluorescence of P90 adult testes from *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice after co-staining with antibodies to DDX4 (germ cells) and WT1 (Sertoli cells) as well as Hoechst 33342 (DNA). Scale bar, 50 μm. **g** Immunohistochemistry of P90 adult testes from *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice after staining with antibodies to cyclin D1 and PLZF. Arrowheads indicate positive-staining spermatogonia. Scale bar, 50 μm. **h** Quantification of cyclin D1-positive and PLZF-positive spermatogonia in *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes. Mean ± s.d, *n* = 3 biologically independent testes from three different animals. *P *=* 1.44E-28 (cyclin D1) and *P *=* 3.19E-26 (PLZF) by two-tailed Student’s *t* test. **i** Same as **e**, but of cauda epididymides. Representative of *n* = 6 **c**, *n* = 3 **e**, **f**, **g**, **i** independent biological replicates with similar results per condition

A_s_ SSCs represent 0.02–0.03% of all germ cells in the adult testes^8^. At present, three models for SSC renewal have been proposed^9,10^. In the classic A_single_ model, the daughters of a dividing A_s_ cell either contribute to maintenance of the SSC pool or begin to differentiate. In the fragmentation model, disintegration of larger clones (i.e., A_aligned_) into single and pairs of cells significantly contribute to the maintenance of the SSC pool^11–15^. More recently, a hierarchical model proposes that restricted expression of ID4, PAX7, and/or BMI1 define a subset of spermatogonia as authentic stem cells^9,10,16,17^. Of note, few SSC marker proteins are specific to male germ cells and at present, mouse SSCs cannot be defined by the presence of a specific stem cell protein(s).

FIGLA (factor in the germline, alpha) is a germline specific basic helix-loop-helix transcription factor required for mouse oocyte differentiation. Although expressed in male germ cells, *Figla*^*Null*^ male mice appear normal and are fertile^18^. In a screen for downstream gene targets in the mouse ovary, PRAMEF12, a member of a PRAME multigene family, was identified^19^. Preferentially expressed antigen of melanoma (PRAME) was first discovered in human melanoma cell lines, and is a tumor-associated antigen recognized by cytolytic T lymphocytes^20^. The *PRAME* family genes, although present in humans and other mammals, are absent in zebrafish, amphibians, and invertebrates, indicating that the *PRAME* gene family is eutheria-specific^21^. The PRAME protein family belongs to a group of cancer-testis antigens that are aberrantly expressed in a variety of cancers and, in normal adult tissues, restricted to the testis and ovary^22,23^. Members of the PRAME gene family encode leucine-rich repeats, a structural motif frequently involved in protein–protein interactions^24,25^. It has been reported that PRAME family proteins function as transcription regulators in cancer cells and may play roles in spermatogenesis and oogenesis^26,27^. *PRAME* genes can be separated into groups according to their expression pattern in mice: testis (*Prame, Pramel1, Pramel 3*)^26,28^, ovary (*Oogenesin1-4*)^29–31^, embryo (*Pramel4-7*)^32,33^, and both male and female gonads (*Pramel, Pramef8, Pramef12*)^26^. However, the function of PRAME proteins remains unclear and no knockout mice have been reported. Using gene-edited mice, we now report the essential role of *Pramef12* in maintaining SSC homeostasis and facilitating germ cell differentiation to ensure male fertility.

## Results

### Spermatogonial loss and infertility in *Pramef12*^*Null*^ mice

To investigate the function of *Pramef12* in germ cell development, we established PRAMEF12 null mice using CRISPR/Cas9. Two founder lines lacking either 37 or 49 bp after the start codon were obtained and bred to homozygosity (Supplementary Fig. 1a–d). *Pramef12*^*−/−*^ female mice had normal fertility with litters the same size as *Pramef12*^*+/−*^ females when bred with *Pramef12*^*+/−*^ male mice. In contrast, *Pramef12*^*−/−*^ males were sterile and produced no pups when co-caged with either *Pramef12*^*+/−*^ or *Pramef12*^*−/−*^ female mice (Fig. 1b). *Pramef12*^*−/−*^ males from each mutant line exhibited similar characteristics of testicular hypoplasia (Supplementary Fig. 1e, f), and subsequent studies were focused on the line containing a 37 bp deletion, which we refer to as *Pramef12*^*Null*^ and use heterozygous null mice from the same line (designated *Pramef12*^*Het*^) as controls.

Testes isolated from 3-month-old adult *Pramef12*^*Null*^ mice were significantly smaller and weighed less than controls (Fig. 1c, d). Histologically, mutant seminiferous tubules were agametic and contained only somatic cells that resembled the Sertoli cell-only syndrome associated with human infertility (Fig. 1e). The absence of germ cells was confirmed by immunofluorescence (IF) in which the germ cell-specific marker DEAD box polypeptide 4 (DDX4) was not detected, but Wilms tumor 1 (WT1), a Sertoli cell-specific marker, was observed (Fig. 1f). Immunohistochemical analyses using antibodies for cyclin D1 (a marker for mitotically active spermatogonia) and promyelocytic leukemia zinc finger, PLZF (official name Zbtb16, a marker for undifferentiated spermatogonia) in control and *Pramef12*^*Null*^ testes indicate that cyclin D1-positive and PLZF-positive spermatogonia were rarely detected and their numbers were remarkably reduced in mutant testes (Fig. 1g, h). No sperm were present in the cauda epididymides isolated from *Pramef12*^*Null*^ mice (Fig. 1i) which, taken together, indicates that PRAMEF12 is essential for spermatogenesis.

To determine the stage at which defects in spermatogenesis occurred, testes size and weight from control and mutant mice were compared from post-natal day 7 (P7) to P35 (Fig. 2a, b). Histologic and immunohistochemical analyses with DDX4 staining document that mutant testes had normal numbers of spermatogonia at P2. However, spermatogonia were either completely depleted or significantly reduced in mutant seminiferous tubules by P7 (Fig. 2c–e), revealing a defect in the proliferative expansion of spermatogonia that normally occurs during this period. To determine whether mutant spermatogonia could enter meiosis, P10 and P14 testicular sections were stained with PAS and P14 sections were stained with antibodies to γH2AX. Mutant testes contained γH2AX-positive spermatocytes although in diminished numbers, suggesting that mutant spermatogonia could enter meiosis (Fig. 2f, g). From P14 to P35, testes from *Pramef12*^*Null*^ mice were significantly smaller in size and lower in weight than controls (Fig. 2a, b). At P14, some mutant tubules were either devoid of germ cells or contained diminished numbers of spermatogenic cells (Fig. 2f, g). These defects were more severe at P21, in which more than half of the *Pramef12*^*Null*^ tubules were agametic and the remaining tubules contained reduced numbers of germ cells (Fig. 2h). At P35, when the first wave of spermatogenesis is complete, elongated spermatids and mature sperm were present in control testicular tubules and cauda epididymides. However, the mutant testes exhibited similar phenotypes as at P21 with few or no spermatogenic cells in seminiferous tubules, which contained numerous vacuoles (Fig. 2i, j). No spermatozoa were present in mutant cauda epididymides despite of the presence of round and elongating spermatids in a few tubules (Fig. 2i, j). Empty tubules depleted of germ cells were observed at P7, reached a maximum level at P21 and decreased at P35 in *Pramef12*^*Null*^ testes (Fig. 2k). The spermatogenic cell loss was further confirmed by dual immunostaining with antibodies to DDX4 and WT1 in control and mutant developing testes from P14 to P35 (Supplementary Fig. 2a). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) analysis exhibited a significant increase in apoptosis within mutant seminiferous tubules at P14 and P35 (Supplementary Fig. 2b, d). However, the number of Sertoli cells in mutant testes did not differ from control testes (Supplementary Fig. 2a, c).

**Fig. 2:**
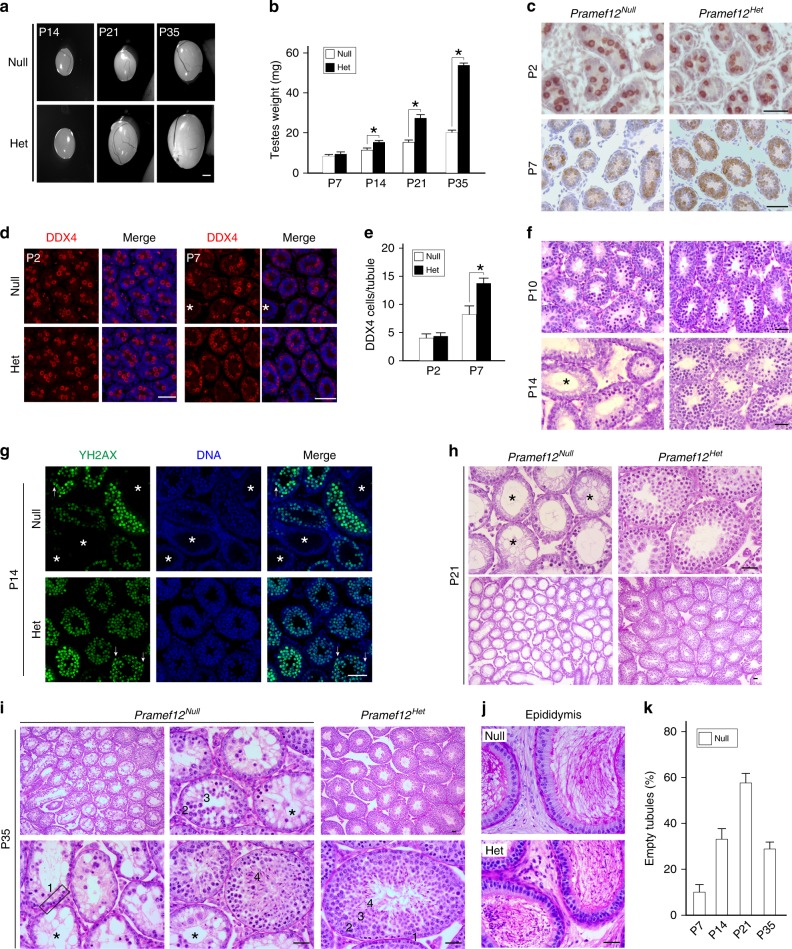
*Pramef12* is required for the first wave of spermatogenesis. **a** Morphology of testes from P14, P21, and P35 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice. Scale bar, 1 mm. **b** Comparison of testes weight of P7, P14, P21, and P35 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice. Mean ± s.d, *n* = 5 biologically independent testes from five different animals. *P *=* 3.81E-03 (P14), *P *=* 2.38E-06 (P21) and *P *=* 4.84E-08 (P35) by two-tailed Student’s *t* test. Immunohistochemistry **c** and immunofluorescence **d** staining of DDX4 in the testicular sections from P2 and P7 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice. The merge in **d** is with Hoechst 33342 stained DNA. Scale bar, 50 μm. **e** Quantification of DDX4-positive cells per tubules in *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes at P2 and P7. Mean ± s.d, *n* = 3 biologically independent testes from three different animals. *P *=* 2.71E-07 by two-tailed Student’s *t* test. **f** Testicular sections of P10 and P14 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice were stained with periodic acid-Schiff (PAS) and hematoxylin. Scale bar, 50 μm. **g** Immunofluorescence staining of γH2AX in testicular sections from P14 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice. DNA was stained with Hoechst 33342. Arrows, pachytene spermatocytes (XY body); asterisks, Sertoli cell-only tubules. Scale bar, 50 μm. **h**, **i** PAS staining of P21 and P35 testes in *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice. The reduction in germ cell number becomes notable with the appearance of more agametic tubules (asterisks). Spermatogonia, 1; spermatocytes, 2; spermatids, 3; and elongated spermatozoa, 4; asterisks, agametic tubules. Scale bar, 50 μm. **j** Same as **i**, but of cauda epididymides. **k** Percentage of agametic tubules in *Pramef12*^*Null*^ testes from P7 to P35. *Pramef12*^*Het*^ control testes contain no empty tubules. Mean ± s.d, *n* = 3 biologically independent testes from 3 different animals at each age point. Representative of *n* = 5 **a**, *n* = 3 **c**, **d**, **f**–**j** independent biological replicates with similar results per condition

To determine whether the sterility of P90 *Pramef12*^*Null*^ males arose from a lack of germline cells or a stage-specific block in spermatogenic differentiation, we extended our investigations of the *Pramef12*^*Null*^ phenotype from P48 to P75. Histological analyses documented that the defects in spermatogenesis were more severe in mutant testes which contained more agametic tubules and markedly diminished spermatogenesis from P48 to P75 compared with P35 *Pramef12*^*Null*^ testes (Fig. 2i, Fig. 3a–c). Statistical analysis indicated that there was a significant age-dependent increase in the number of empty tubules from P35 to P90 (Fig. 2k, Fig. 3d) that substantiates the conclusion that the sterility at P90 is owing to the absence of germ cells. Taken together, these observations indicate that *Pramef12* deficiency causes a dramatic loss of spermatogonia and spermatogenic cells that disrupts the first wave of spermatogenesis in juvenile testes. This results in agametic seminiferous tubules in adult testes and male infertility.

**Fig. 3:**
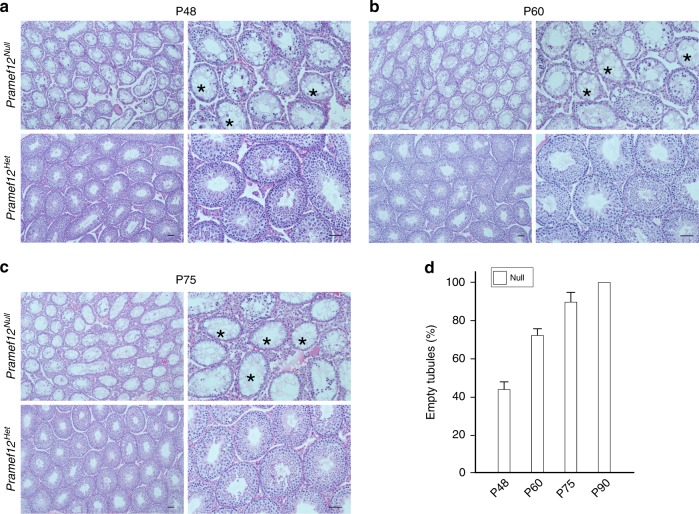
Further evaluation of spermatogenic phenotype of *Pramef12*^*Null*^ mice. **a** Testicular sections of P48 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice were stained with periodic acid-Schiff (PAS) and hematoxylin. Asterisks, agametic tubules. Scale bar, 50 μm. **b** Same as **a**, but of P60 testes. **c** Same as **a**, but of P75 testes. **d** Statistical analysis of empty tubules from P48 to P90 *Pramef12*^*Null*^ mice. Mean ± s.d, *n* = 3 biologically independent testes from three different animals at each age point. Representative of *n* = 3 **a**–**c** independent biological replicates with similar results per condition

### PRAMEF12 expression in spermatogonial cells

RT-PCR documented that *Pramef12* transcripts were largely restricted to the ovary and testis and were most abundant in P7 testes (Fig. 4a–c). Using recently reported scRNA-seq data from adult mouse testis^34^, PRAMEF12 transcripts are not detected in adult Leydig, myoid, endothelial, macrophage cells, and barely detected in Sertoli cells. In contrast, PRAMEF12 is highly expressed in spermatogonia (~ 27-fold higher than in Sertoli cells) (Fig. 4d, e). Moreover, PRAMEF12 transcripts are mainly expressed in spermatogonial subtype 1 (cluster 1), which corresponds to undifferentiated spermatogonia across the identified four spermatogonial subtypes in the adult mouse testis (Fig. 4f). Our own scRNA-seq analysis of P7 mice confirmed these observations as will be described later in Results.

**Fig. 4:**
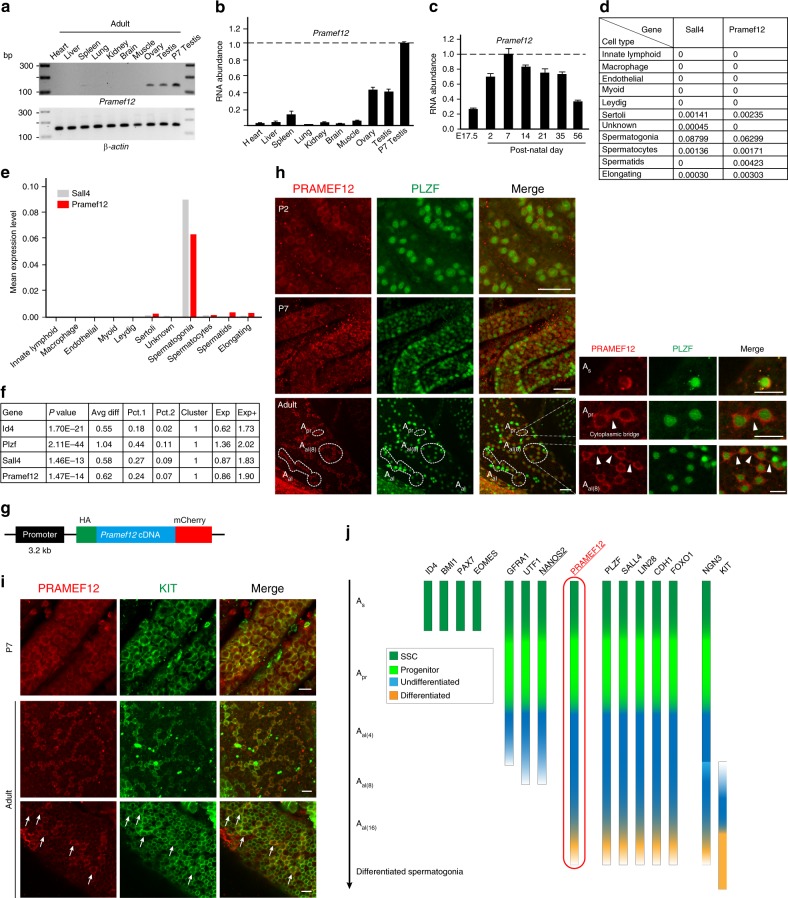
PRAMEF12 is specifically expressed in spermatogonia. **a**–**c** Abundance of *Pramef12* transcripts in different adult tissues and P7 testes **a**, **b** and E17.5-P56 testes **c** was determined by RT-PCR **a** or qRT-PCR **b**, **c** using *β-actin* as a control. Molecular mass, left in **a**. The highest expression level of *Pramef12* relative to *β-actin* was set to 1 in **b**, **c**. Mean ± s.d, *n* = 3 biologically independent samples per condition. **d**–**f** Analyses of the abundance of *Pramef12* transcripts in 11 testicular cell types **d**, **e** and in cluster 1 of re-clustered germ cells **f** based on previously reported scRNA-seq data in adult mouse testes^34^. Numbers in **d** and the *Y* axis in **e** reflect the averaged UMIs detected in each individual cell. After re-clustering germ cells, *Id4*, *Plzf,* and *Sall4* serve as positive controls and, like *Sall4*, *Pramef12* was primarily enriched in the spermatogonial cluster 1, which corresponds to undifferentiated spermatogonia **f**. *P* value in **f** was obtained from the published scRNA-seq data^34^. Avg diff, log_2_-scale fold change. Percent of cells expressing gene in cluster 1 (Pct.1) or in non-cluster 1 cells (Pct.2). Exp and Exp + reflect mean expression of the marker in all cells of this cluster and in the marker-positive cells of this cluster, respectively. **g** Schematic representation of transgene expressing ^HA^*Pramef12*^mCherry^ cDNA driven by the *Pramef12* promoter (3.2 kb). **h** Whole-mount staining of P2, P7 and adult *Pramef12*^*HA/mCherry*^ testes with antibodies to mCherry (left), PLZF (middle) and merged (right). Scale bar, 50 μm. Examples of A_s_, A_pr_, and A_al_ undifferentiated spermatogonia in adult testes (dotted circles) and enlarged (right panels). Arrowheads, high-light cytoplasmic location. Scale bar, 20 μm. **i** Same as **h** for P7 and adult testes, but with antibodies to mCherry (left), KIT (middle) and merged (right). Arrows, high-light co-localization of the two markers. **j** The expression profile of intracellular molecular markers for male germline cells. Except for NANOS2 (underlined), PRAMEF12 (underlined, red) is unique in its cell type specificity and is largely enriched in undifferentiated spermatogonia. Representative of *n* = 3 **a**, **h**, **i** independent biological replicates with similar results per condition

To localize the protein in the absence of a commercially available antibody, we established *Pramef12*^*HA/mCherry*^ transgenic mouse line expressing *Pramef12* cDNA tagged with HA and mCherry at the N- and C-termini, respectively (Fig. 4g). Using a 3.2 kb *Pramef12* promoter to drive expression of the recombinant protein and whole-mounts of P2, P7, and adult transgenic testes, cellular localization of PRAMEF12 was determined by confocal microscopy (Fig. 4h, i). To define the identity and classification of PRAMEF12-positive cells, we co-stained PRAMEF12 with PLZF, which is a marker of undifferentiated spermatogonia, although it is also expressed in early stages of differentiation^35^. Immunostaining indicated that PRAMEF12 was expressed in the cytoplasm of spermatogonia and co-stained with PLZF in most undifferentiated spermatogonia at P2 and P7. Co-expression of PRAMEF12 and PLZF suggested that PRAMEF12 was possibly expressed in some A_s_, A_pr_, and chains of A_al_ undifferentiated spermatogonia of adult *Pramef12*^*HA/mCherry*^ mouse testis (Fig. 4h). A small fraction of undifferentiated spermatogonia were positive for PLZF without an mCherry signal (Fig. 4h), indicating that the expression pattern of PRAMEF12 is consistent with molecular heterogeneity among undifferentiated spermatogonia^14^.

To investigate expression of PRAMEF12 in spermatogonia poised to differentiate, we co-stained whole-mount testes with antibodies to KIT, a marker for differentiated spermatogonia. Co-expression of PRAMEF12 and KIT was detected in P7 seminiferous tubules (Fig. 4i). PRAMEF12 and KIT also co-stained chained A_al_ spermatogonia, but the abundance of PRAMEF12 was downregulated as spermatogonia further differentiated in adult *Pramef12*^*HA/mCherry*^ testis (Fig. 4i). These observations suggest that PRAMEF12 persists and is co-expressed with KIT in clones of A_al_ spermatogonia which are possibly in transition from undifferentiated to differentiating spermatogonia. In summary, PRAMEF12 is primarily enriched in undifferentiated spermatogonia, but is also present in some early KIT-positive differentiating spermatogonia in mouse testis (Fig. 4j).

### PRAMEF12 is required for stem cell maintenance

Because gonocytes re-enter mitosis shortly after birth, we determined the overall number of germ cells and undifferentiated spermatogonia from P2, P4, and P7 tubules after whole-mount staining with antibodies to DDX4 and PLZF. The number of DDX4-positive germ cells and PLZF-positive spermatogonia were comparable in control and *Pramef12*^*Null*^ tubules at P2. However, the number was substantially reduced in mutant tubules by P4 and P7 (Fig. 5a), which was confirmed by morphometric analyses after staining with antibodies to PLZF (Supplementary Fig. 3a, d). The number of GFRA1-positive spermatogonia was significantly decreased in mutant tubules as early as P4 at which time tubules without DDX4-positive germ cells were observed (Fig. 5b). TUNEL assays indicated that the number of apoptotic spermatogonia in mutant testes was not significantly different from controls (Supplementary Fig. 3e, f), suggesting that these defects were not primarily due to increased cell death.

**Fig. 5:**
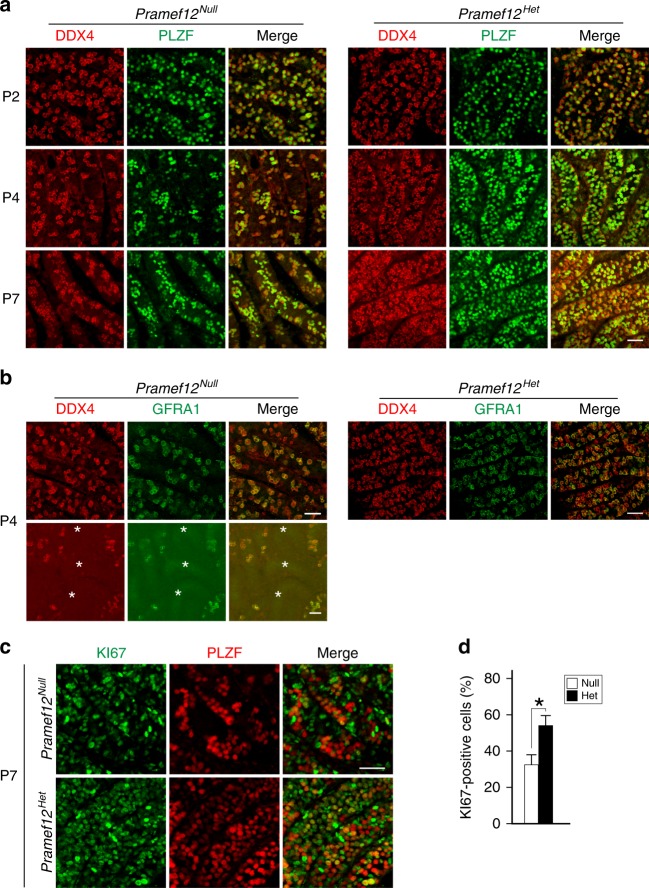
Essential role of PRAMEF12 in early spermatogenic maintenance. **a** Immunofluorescence of whole-mount testes from P2, P4, and P7 *Pramef12*^*Null*^ (left group) and *Pramef12*^*Het*^ (right group) mice after staining with antibodies to DDX4 (left) or PLZF (middle) and merged (right). The number of PLZF-positive spermatogonia was comparable in P2 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ tubules and significantly decreased in *Pramef12*^*Null*^ tubules as early as at P4, although still present at P7. Scale bar, 50 μm. **b** Same as **a**, but with antibodies to GFRA1 (co-receptor for GDNF) at P4. Asterisks, agametic tubules. **c** Same as **a**, but with antibodies to KI67 (marker of mitosis) and PLZF using whole-mount testes from *Pramef12*^*Null*^ (top) and *Pramef12*^*Het*^ (bottom) mice at P7. **d** The percent of KI67^+^; PLZF^+^ double-positive among the total PLZF^+^ single-positive spermatogonia in P7 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ tubules. At least six random regions of individual testis were counted from at least three different mice. Mean ± s.d, *n* = 3 biologically independent samples per condition. *P *=* 5.89E-23 by two-tailed Student’s *t* test. Representative of *n* = 3 **a**–**c** independent biological replicates with similar results per condition

Compared with controls, the average number of cyclin D1- and PCNA- (marker of proliferation) positive spermatogonia per tubule cross-section was significantly lower in mutant testes (Supplementary Fig. 3b–d). Whole-mount co-staining for PLZF and KI67 (a marker for mitotic spermatogonia) in P7 seminiferous tubules also demonstrated that the number of PLZF^+^KI67^+^ spermatogonia was dramatically reduced in mutant tubules (Fig. 5c, d). Immunoblots documented that expression of DDX4, PLZF, LIN28A (a marker for undifferentiated spermatogonia), and cyclin D1 was significantly decreased in P7 mutant testes compared with controls (Supplementary Fig. 3g). Thus, the proliferative capacity of SSCs is impaired in *Pramef12*^*Null*^ mice, which leads to a defect in spermatogonial expansion that normally occurs in early post-natal testes. We also observed a significant and rapid reduction in the overall number of PLZF-positive and cyclin D1-positive spermatogonia in mutant testes from P14 to P35 mice (Supplementary Fig. 4a–d). Overall, these results suggest that PRAMEF12 is required for SSC self-renewal and proliferation, and that disruption of *Pramef12* impairs early spermatogenic maintenance and causes age-related decline of undifferentiated spermatogonial populations.

### PRAMEF12 is essential for spermatogonial differentiation

To investigate the role of PRAMEF12 in spermatogonial differentiation, we determined that KIT-positive spermatogonia in both control and mutant seminiferous tubules were rarely detected at P2. However, the number of KIT-positive spermatogonia in mutant tubules was greatly diminished as early as P4 when a small portion of KIT-positive spermatogonia appeared in the control tubules. This expression pattern persisted and became more notable by P7 (Fig. 6a). A marked reduction in the number of KIT-positive spermatogonia was also observed in sections of mutant testes at P7 (Fig. 6b). These observations were confirmed by real-time RT-PCR and immunoblot, which documented that KIT mRNA and protein abundance was significantly reduced in P7 mutant testes (Fig. 6c, d). Some mutant tubules exhibited spermatogonial arrest and failure of differentiation despite the presence of PLZF- and cyclin D1-positive spermatogonia at the basement membrane as evidenced by the absence of multiple stages of differentiating germ cells (Supplementary Fig. 4a, c). These results suggest that although mutant testes contain a small population of PLZF- or cyclin D1-positive spermatogonia, these cells are unable to differentiate further. SOHLH1 and SOHLH2 have been implicated in coordinating spermatogonial differentiation^36^ and the numbers of SOHLH1- and SOHLH2-positive spermatogonia were markedly decreased in mutant seminiferous tubules compared with controls by P7 (Fig. 6e). Taken together, these data indicate that PRAMEF12 has an important role in spermatogonial differentiation.

**Fig. 6:**
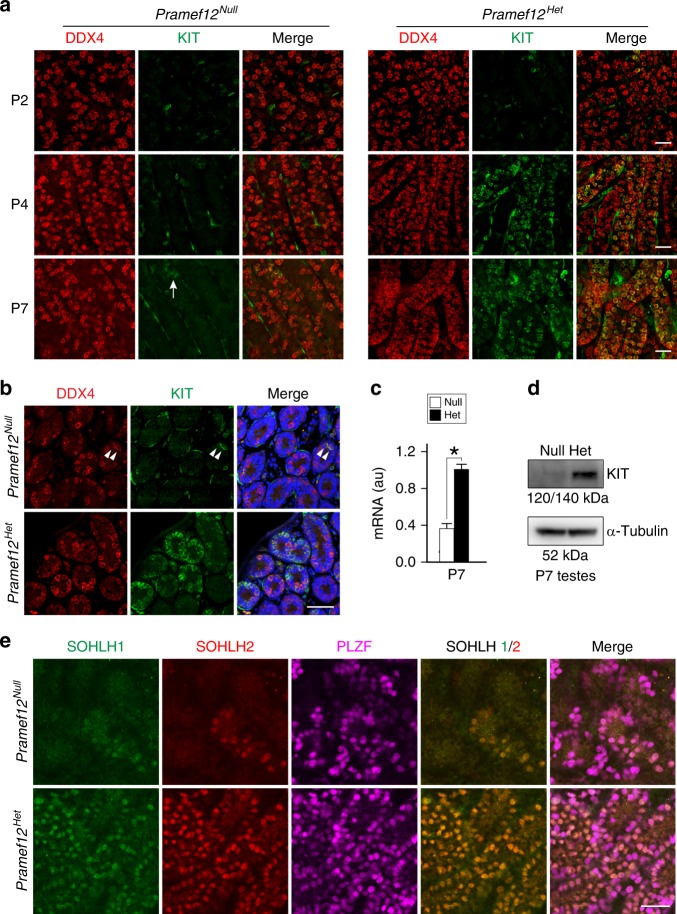
Essential role of PRAMEF12 in spermatogonial differentiation. **a** Immunofluorescence of whole-mount testes from P2, P4, and P7 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ mice after staining with antibodies to DDX4 (left) or KIT (middle) and merged (right). KIT-positive spermatogonia were rarely detected at P2 in either *Pramef12*^*Null*^ or *Pramef12*^*Het*^ tubules but were present at P4 and increased at P7 in *Pramef12*^*Het*^ tubules. Few KIT-positive spermatogonia (arrow) were observed in P7 *Pramef12*^*Null*^ tubules. Scale bar, 50 μm. **b** Immunohistochemistry of sections from P7 *Pramef12*^*Null*^ (top panels) and *Pramef12*^*Het*^ (bottom panels) testes after staining with antibodies to DDX4 (left) or KIT (middle) and merged with Hoechst 33342 to stain DNA (right). Arrowheads, KIT-positive cells in *Pramef12*^*Null*^ testes. Scale bar, 50 μm. **c** Quantitative real-time RT-PCR of *Kit* mRNA abundance in P7 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes using *β-actin* as an internal load control and setting the abundance in *Pramef12*^*Het*^ testis to 1. Mean ± s.d, *n* = 3 biologically independent samples per condition. *P *=* 1.43E-05 by two-tailed Student’s *t* test. **d** Immunoblot of KIT protein in P7 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes using α-tubulin as a load control. **e** Same as **a**, but with antibodies to SOHLH1, SOHLH2, and PLZF. The number of spermatogonia positive for SOHLH1 and SOHLH2 was significantly reduced in P7 *Pramef12*^*Null*^ tubules (top panels). Representative of *n* = 3 **a**, **b**, **d**, **e** independent biological replicates with similar results per condition

### Recombinant PRAMEF12 rescues *Pramef12*^*Null*^ male mice

We sought to use the *Pramef12*^*HA/mCherry*^ transgenic mice to rescue the defects in spermatogenesis and fertility of *Pramef12*^*Null*^ mice. *Pramef12*^*HA/mCherry*^ transgenic mice crossed into *Pramef12*^*Null*^ mice had decreased testicular size and weight compared with either *Pramef12*^*Het*^ or *Pramef12*^*Het*^*;Pramef12*^*HA/mCherry*^ littermates, but were comparable to *Pramef12*^*Null*^ littermates (Supplementary Fig. 5a, b). About 20% of the seminiferous tubules in *Pramef12*^*Null*^*;Pramef12*^*HA/mCherry*^ males contained spermatogenic cells and a few mature sperm were present in the cauda epididymis (Supplementary Fig. 5c, d). Because of the low efficiency of rescue, we generated a second transgenic mouse line in which recombinant PRAMEF12 was tagged with FLAG-6xHis and HA at the N- and C-termini, respectively (Supplementary Fig. 5e). *Pramef12*^*Null*^*;Pramef12*^*FLAG/6xHis/HA*^ rescue males had significantly larger testis size and weight compared with *Pramef12*^*Null*^ littermates, albeit slightly smaller than *Pramef12*^*Het*^ or *Pramef12*^*Het*^*;Pramef12*^*FLAG/6xHis/HA*^ mice (Supplementary Fig. 5f, g). Restoration of all stages of spermatogenesis was observed in *Pramef12*^*Null*^*;Pramef12*^*FLAG/6xHis/HA*^ seminiferous tubules with normal numbers of mature sperm in the cauda epididymides (Supplementary Fig. 5h, i, k). Although the abundance of *Pramef12* and *Eomes* mRNA in the *Pramef12*^*Null*^*;Pramef12*^*FLAG/6xHis/HA*^ testis was only partially restored at P7 (Supplementary Fig. 5j), *Pramef12*^*Null*^*;Pramef12*^*FLAG/6xHis/HA*^ males had normal fertility when mated with *Pramef12*^*Null*^ females (Supplementary Fig. 5k). Overall, these data suggest that recombinant PRAMEF12 can substitute for the endogenous protein to rescue spermatogenesis and fertility in *Pramef12*^*Null*^ mice despite only partial restoration of the protein.

### *Pramef12* deficiency affects spermatogenic gene expression

To investigate the molecular consequences of the loss of *Pramef12*, we compared the transcriptomes of *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes at P2 and P7. 

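Testes were collected at P2 and P7, which are postnatal day 2 and day 7, with 3 samples in each of the 4 groups. *Pramef12* Null mice are homozygous for a short deletion after the start codon of *Pramef12*, and *Pramef12* Het mice of the same line are heterozygous for it. Messenger RNA was purified from total testis RNA and made into libraries by fragmenting double-stranded cDNA. The authors trimmed the reads with cutadapt, aligned them to the mouse genome (mm10, GRCm38) with HISAT, removed reads with more than a single alignment and counted the rest on genes with featureCounts without regard to strand. They deposited these raw read counts, without normalization, for 49585 genes in each of the 12 samples. Total counts were 14438781 to 18192488 per sample in P2 *Pramef12* Het testes (median 15284626) and 16919002 to 21043245 in P2 *Pramef12* Null testes (median 17901229). At P7 they were 17818392 to 20337362 in *Pramef12* Het testes (median 19439000) and 16118897 to 20894282 in *Pramef12* Null testes (median 18723728). The counts were normalized for library size at each age by the TMM method of edgeR and are given as CPM, which are counts scaled to a common library size. Genes with enough counts for a test (edgeR's filterByExpr) numbered 16531 at P2 and 16703 at P7. *Pramef12* Null was compared with *Pramef12* Het at each age by edgeR's two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment and the paper's threshold of adjusted P below 0.1. A negative log2 fold change means a lower level in *Pramef12* Null testes.

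*Pramef12* (ENSMUSG00000028591) lies on the minus strand of chromosome 4 of GRCm38, from 144391674 to 144408464. At P2 its raw counts were 156, 234 and 355 in the *Pramef12* Het samples and 99, 45 and 66 in the *Pramef12* Null samples. After normalization this was 15.2 ± 4.35 CPM (SD, n = 3) in *Pramef12* Het and 3.88 ± 1.7 CPM (SD, n = 3) in *Pramef12* Null testes. The log2 fold change at P2 was -1.99 (standard error 0.31, adjusted p = 0.125 from edgeR). At P7 the raw counts were 1645, 1630 and 1384 in *Pramef12* Het and 520, 357 and 471 in *Pramef12* Null testes, or 81.0 ± 12.0 and 24.5 ± 4.93 CPM (SD, n = 3 each). The log2 fold change at P7 was -1.72 (standard error 0.16, adjusted p = 0.00181 from edgeR). All 3 *Pramef12* Null samples lay below all 3 *Pramef12* Het samples at both ages. With each sample left out in turn, the log2 fold change stayed between -2.35 and -1.68 at P2 and between -1.86 and -1.58 at P7. No window of 50 bases of the annotated *Pramef12* transcripts was found in transcripts of another gene (0% of the windows).

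The sample labels number the *Pramef12* Het and *Pramef12* Null samples alike, from 1 to 3 at P2 and from 4 to 6 at P7, and the paper's text does not say what the numbers stand for. After each group's mean was removed from every gene, the correlation across genes between *Pramef12* Het and *Pramef12* Null samples of the same number averaged 0.18 at P2 (range 0.10 to 0.33). Between samples of other numbers it averaged -0.09 (range -0.26 to 0.18). At P7 the averages were 0.22 (range 0.13 to 0.36) and -0.11 (range -0.31 to 0.19). Removing the group means ties these averages together: a positive average for same numbers forces a negative one for other numbers. The negative averages are therefore no separate evidence for the pairing. Genes are not independent replicates, so these correlations carry no p-value. Of the 6 ways to pair the samples, pairing by number gave the highest average at both ages. With this pairing, taken from the labels, as a block in the edgeR model, the log2 fold change of *Pramef12* was -1.99 at P2 (adjusted p = 0.0481) and -1.73 at P7 (adjusted p = 0.00128).

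**Figure D1:**
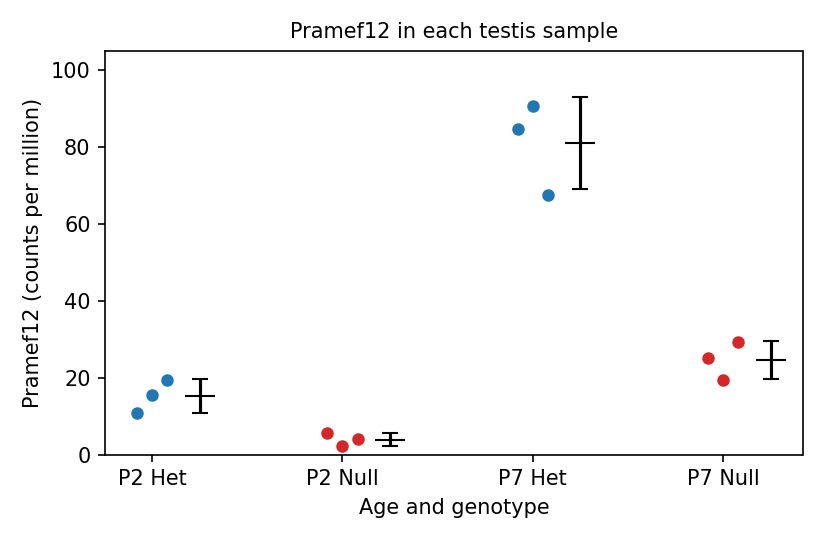
*Pramef12* in each testis sample, in CPM on the vertical axis, by age and genotype on the horizontal axis (3 samples per group). Points are samples and bars are the mean and SD: *Pramef12* Null samples sit below all *Pramef12* Het samples, at 3.88 against 15.2 CPM on average at P2 and 24.5 against 81.0 at P7.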

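At P2, 16531 genes were tested in 3 *Pramef12* Null and 3 *Pramef12* Het samples with edgeR. At adjusted P below 0.1, 1 gene was upregulated and 6 were downregulated. At an unadjusted p under 0.05, 369 genes were higher and 630 lower in *Pramef12* Null testes. The upregulated gene was *Padi3* (ENSMUSG00000025328, chromosome 4, 140785365 to 140810648 of GRCm38), with a log2 fold change of 1.00 (standard error 0.13, adjusted p = 0.0781). It lies 3.58 Mb from *Pramef12*, and in P7 testes it was lower in *Pramef12* Null (log2 fold change -0.69). *Sez6* (ENSMUSG00000000632, chromosome 11, 77930800 to 77979048) had the smallest adjusted p. It was 26.0 ± 3.23 CPM in *Pramef12* Het and 7.84 ± 0.486 CPM in *Pramef12* Null testes (SD, n = 3 each), a log2 fold change of -1.73 (standard error 0.12, adjusted p = 0.00154 from edgeR). The other downregulated genes were *Adcy10* (-1.86), *Crabp1* (-1.58), *Gldc* (-1.22), *Plzf* (-1.07) and *Piwil2* (-0.65), given with their log2 fold changes. Leaving out each sample in turn gave 0 or 1 upregulated genes (271 to 530 higher at an unadjusted p under 0.05) and 1 to 4 downregulated genes. *Padi3* passed in 0 of these 6 fits, and the upregulated gene, where there was 1, was a different gene each time. *Sez6* was downregulated in all 6.

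The counts depended most on the filter and on the test. Without a filter on low counts, 60 genes were upregulated and 165 downregulated by edgeR. The Wald test of DESeq2, the tool named in the paper's methods, called 14 upregulated and 62 downregulated genes when it was fitted on the 6 P2 samples. Fitted on all 12 samples, it called 11 and 70. All of those 70 genes were also lower in *Pramef12* Null testes in the edgeR test, with all 3 *Pramef12* Null samples below all 3 *Pramef12* Het samples and a median adjusted p of 0.248. DESeq2 had picked these genes from the same counts, so their direction is not independent support. With the sample numbers as a block, a pairing taken from the labels whose same-numbered samples correlated at 0.18 on average, edgeR called 3 upregulated and 30 downregulated genes. *Padi3* passed in each of these fits with all samples kept. Its adjusted p was 0.0260 from edgeR with the block and 2.8e-05 from DESeq2 on the 6 P2 samples.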

RNA-seq analysis identified 11 upregulated and 70 downregulated genes at P2 using adjusted *P* *<* 0.1 (Fig. 7a). 

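The ontology enrichment itself was not repeated here. The 15 genes the paper lists for stem cell population maintenance, spermatogenesis and cell differentiation were all lower in P2 *Pramef12* Null testes, and for each of them all 3 *Pramef12* Null samples lay below all 3 *Pramef12* Het samples. The paper picked them as downregulated from the same samples, so their direction here is not independent support. Among the 7 stem cell population maintenance genes, the log2 fold changes were -1.74 for *Sall1*, -1.53 for *Ascl2*, -1.35 for *Lin28a*, -1.14 for *Pou5f1*, -1.09 for *Esrrb*, -0.59 for *Sall4* and -0.65 for *Piwil2*. *Piwil2* (ENSMUSG00000033644, chromosome 14, 70372480 to 70429094 of GRCm38) was the only one of the 7 with an edgeR adjusted P below 0.1. It fell from 113 ± 6.06 to 71.6 ± 5.57 CPM (SD, n = 3 each, standard error of the log2 fold change 0.07, adjusted p = 0.0366 from edgeR). Of the windows of 50 bases in *Pou5f1* transcripts, 10.1% also occur in transcripts of another gene, most of them *Gm19553*. *Ascl2* was among the least abundant, at 1.58 ± 0.415 CPM in *Pramef12* Het and 0.545 ± 0.0621 CPM in *Pramef12* Null testes (SD, n = 3 each).

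The spermatogenesis genes had log2 fold changes of -0.61 for *Ddx4*, -1.86 for *Adcy10*, -0.58 for *Tdrd1*, -0.78 for *Bnc1* and -2.14 for *Stra8*. *Adcy10* (ENSMUSG00000026567, chromosome 1, 165485183 to 165576774) fell from 3.17 ± 0.296 to 0.863 ± 0.0303 CPM (SD, n = 3 each, standard error of the log2 fold change 0.22, adjusted p = 0.0379 from edgeR). *Stra8*, which the paper also lists for cell differentiation, had the largest fall of the 15 genes (standard error 0.31) at an edgeR adjusted p of 0.112. The remaining differentiation genes were *Cdh1* (-1.04), *Foxc2* (-0.81) and *Sox3* (-1.14). *Foxc2* had the largest adjusted p of the 15 genes, 0.394 from edgeR.

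In all, 2 of the 15 genes, *Piwil2* and *Adcy10*, passed adjusted P below 0.1 with edgeR on the 6 P2 samples. With the number in the labels as a block, 9 passed, the pairing being the one whose same-numbered samples correlated at 0.18 on average. DESeq2 called 13 of the 15 on the 6 P2 samples and all 15 when fitted on all 12 samples. When each sample was left out in turn, all 15 genes stayed lower in *Pramef12* Null testes, with log2 fold changes of -0.46 or below.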

Gene ontology (GO) analysis documented that downregulated transcripts were significantly enriched for those that function in RNA metabolic processes, stem cell population maintenance (e.g., *Sall1*, *Ascl2*, *Lin28a*, *Pou5f1*, *Esrrb*, *Sall4*, *Piwil2*), reproductive process, spermatogenesis (e.g., *Ddx4*, *Adcy10*, *Tdrd1*, *Bnc1*, *Stra8*), gene silencing and cell differentiation (e.g., *Cdh1*, *Foxc2*, *Stra8*, *Sox3*) (Fig. 7b). 

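All 6 of the transcripts the paper names for SSC maintenance and differentiation were lower in P2 *Pramef12* Null testes. They too were picked as reduced from the same samples, so this direction was largely given beforehand. Levels are given as mean ± SD of 3 *Pramef12* Het and 3 *Pramef12* Null samples, and adjusted p values come from edgeR. *Utf1* fell from 4.40 ± 0.814 to 1.37 ± 0.437 CPM, a log2 fold change of -1.65 (standard error 0.26, adjusted p = 0.128). *Plzf*, listed as *Zbtb16* (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222 of GRCm38), fell from 54.5 ± 1.88 to 26.0 ± 6.08 CPM. Its log2 fold change of -1.07 (standard error 0.15, adjusted p = 0.0958) was the only one of the 6 to pass adjusted P below 0.1. *Gfra1* fell from 75.0 ± 9.76 to 46.7 ± 12.1 CPM, a log2 fold change of -0.69 (standard error 0.18, adjusted p = 0.459). *Sall4* fell from 77.1 ± 11.3 to 51.0 ± 4.55 CPM, a log2 fold change of -0.59 (standard error 0.11, adjusted p = 0.227). *Foxc2* fell from 15.4 ± 4.55 to 8.81 ± 0.583 CPM, a log2 fold change of -0.81 (standard error 0.19, adjusted p = 0.394). *Sox3* fell from 4.07 ± 0.563 to 1.84 ± 0.539 CPM, a log2 fold change of -1.14 (standard error 0.24, adjusted p = 0.255). For each of the 6, all 3 *Pramef12* Null samples lay below all 3 *Pramef12* Het samples. DESeq2 called all 6, both on the 6 P2 samples and on all 12 samples. With the replicate number of the labels as a block (same-numbered samples correlated at 0.18 on average at P2), edgeR called 3 of the 6. These were *Utf1* (adjusted p = 0.0595), *Plzf* (adjusted p = 0.0257) and *Sall4* (adjusted p = 0.0257).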

Some known transcripts (e.g., *Utf1*, *Plzf*, *Gfra1*, *Sall4*, *Foxc2*, *Sox3*) involved in SSC maintenance and differentiation were significantly reduced in P2 mutant testes (Fig. 7c). Using the same criterion, we found that 1599 genes were upregulated and 2147 genes were downregulated in P7 mutant testes (Fig. 7d). 

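With the same edgeR test on 3 *Pramef12* Null and 3 *Pramef12* Het samples, 1247 genes were upregulated and 2221 downregulated at P7 among 16703 tested genes (7.47% and 13.3%). At an unadjusted p under 0.05, 2055 genes were higher and 2890 lower in *Pramef12* Null testes. Scaling the samples on genes that mark Sertoli cells, in place of all genes, moved these counts most, to 102 upregulated and 7936 downregulated genes. DESeq2 called 1270 upregulated and 1853 downregulated genes on the 6 P7 samples, and 1620 and 2142 when fitted on all 12. With the pairing of samples by the number in their labels as a block, whose same-numbered samples correlated at 0.22 on average, edgeR called 2142 and 2801. Across the 6 fits without a sample, 471 to 1073 genes were upregulated and 1216 to 2107 downregulated.

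The largest changes were taken among genes past the threshold with at least 10 counts on average and no overlap between the *Pramef12* Null and *Pramef12* Het samples. The 5 largest falls, with their log2 fold changes, were *Pkp1* (-4.68, standard error 0.73), *Dmbx1* (-3.39, standard error 0.59), *Aspg* (-3.37, standard error 0.62), *Otud6a* (-3.22, standard error 0.60) and *Foxn4* (-3.13, standard error 0.42). Their edgeR adjusted p values lay between 0.00519 and 0.0138. *Pkp1* (ENSMUSG00000026413, chromosome 1, 135871395 to 135919207 of GRCm38) was 1.09 ± 0.332 CPM in *Pramef12* Het and 0.0414 ± 0.0717 CPM in *Pramef12* Null testes (SD, n = 3 each). The 5 largest rises were *Rprm* (1.76, standard error 0.57), *Cyp11b1* (1.68, standard error 0.43), *Tmem171* (1.66, standard error 0.39), a gene listed as ENSMUSG00000097386 (1.66, standard error 0.46) and *Gm14038* (1.64, standard error 0.36), with edgeR adjusted p values between 0.0224 and 0.0795. All 10 genes were low, at under 5 CPM in both groups on average. In *Gm14038* transcripts 72.2% of the windows of 50 bases also occur in transcripts of *Zfand1* or other genes, and 18.1% of those of *Cyp11b1* in *Cyp11b2* or other genes.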

Among downregulated genes at the two time points, most of the genes (68/70) downregulated at P2 were also significantly downregulated at P7 and *Pramef12*^*Null*^ testes at P7 showed a substantially higher number of downregulated genes (Fig. 7f). 

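Of the 6 genes downregulated at P2 with edgeR, all 6 were also downregulated at P7, and 2215 further genes were downregulated at P7 only. Among the 15928 genes tested at both ages, 0.79 shared genes would follow from the shares of downregulated genes alone (Fisher's exact test, two-sided, p = 5.19e-06). Genes share samples and are not independent, so this p-value treats them only as counts. The log2 fold changes at P2 and P7 were -1.86 and -1.31 for *Adcy10*, -1.07 and -0.68 for *Plzf*, -1.58 and -2.68 for *Crabp1*, -1.73 and -1.44 for *Sez6*, -0.65 and -1.19 for *Piwil2*, and -1.22 and -1.34 for *Gldc*. DESeq2 on the 6 samples of each age gave 55 shared genes among 62 at P2, and DESeq2 fitted on all 12 samples gave 68 among 70. With the replicate number in the labels as a block, 27 of 30 were shared (the same-numbered samples correlated at 0.18 on average at P2 and 0.22 at P7). Between 1 and 6 genes were shared when each sample was left out in turn. Of the 19 genes the paper names at P2 in its text or Fig. 7c, 17 were downregulated at P7. *Cdh1* (-0.29, adjusted p = 0.618 from edgeR) and *Sox3* (-0.25, adjusted p = 0.421 from edgeR) were not, and with DESeq2 on all 12 samples they did not pass at P7 either (adjusted p = 0.606 and 0.424).

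The counts at each age do not test whether an effect differs between the ages, so the interaction of age and genotype was tested in a single edgeR fit of all 12 samples. Of 17494 genes tested, 90 had an adjusted P below 0.1, of which 85 had a more negative effect at P7 and 5 a more positive one. At an unadjusted p under 0.05 there were 2330 genes. With the replicate block, which takes its pairing from the labels, 463 genes passed, and with DESeq2 418. Across the 12 fits that each left out a sample, the count ran from 0 to 202. Among the genes the paper names, *Kit* (difference of the log2 fold changes -1.27, adjusted p = 0.0367 from edgeR), *Fgfr3* (-1.23), *Fancd2* (-0.66) and *Esrrb* (-1.63) fell further at P7. In *Fgfr3* transcripts 11.6% of the windows of 50 bases also occur in transcripts of another gene.

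**Figure D2:**
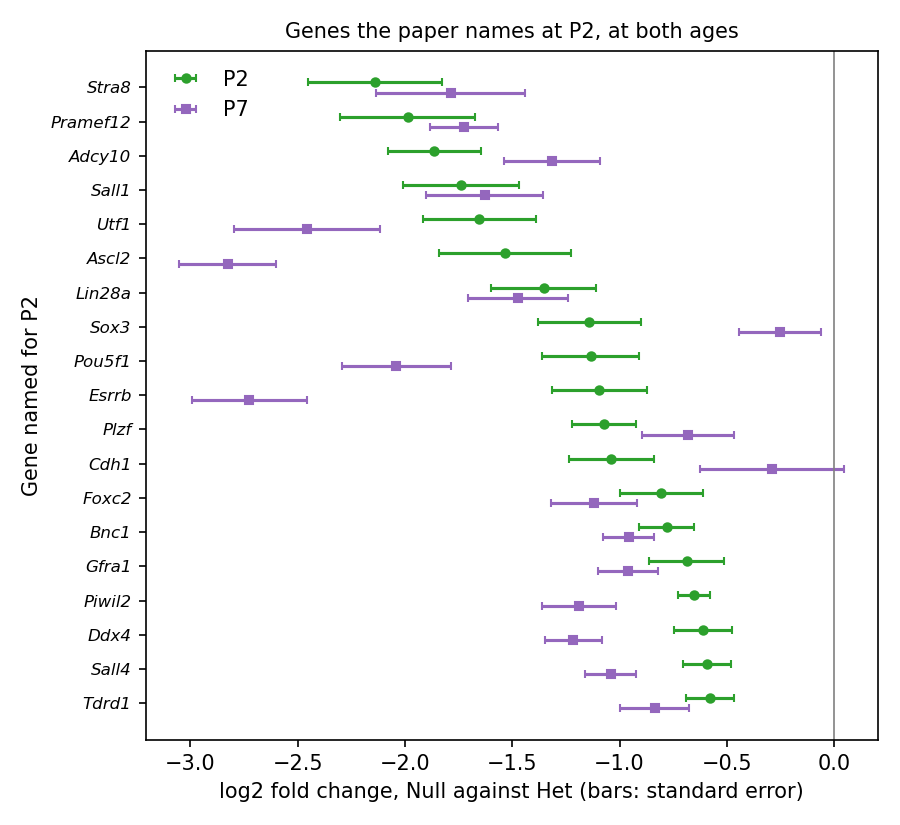
Log2 fold change of *Pramef12* Null against *Pramef12* Het testes (horizontal axis, bars show the standard error) for the 19 genes the paper names at P2 (vertical axis), at P2 and at P7 with 3 samples per group. All 19 genes lie below 0 at both ages, from -2.14 for *Stra8* to -0.58 for *Tdrd1* at P2.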

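The gene numbers per ontology term were not recomputed here. The paper named the genes below as downregulated in the same samples, so a fall here is not independent support. All 26 genes the paper names for spermatogenesis, stem cell population maintenance and cell differentiation were lower in P7 *Pramef12* Null testes and passed adjusted P below 0.1 with edgeR. Their log2 fold changes ran from -2.83 for *Ascl2* to -0.43 for *Sohlh2*, whose adjusted p was the largest (0.0920 from edgeR). For 25 of the 26 all 3 *Pramef12* Null samples lay below all 3 *Pramef12* Het samples, *Plzf* being the exception. In the fits without a sample, 22 of the 26 passed in all 6 fits, and all 26 stayed below 0. With the replicate number of the labels as a block (same-numbered samples correlated at 0.22 on average at P7), all 26 passed. DESeq2 called 24 on the 6 P7 samples and 26 when fitted on all 12.

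Levels are given as mean ± SD of 3 samples per genotype. They are levels of whole testis, and the paper reports fewer germ cells in *Pramef12* Null testes at P7. Among the 8 spermatogenesis genes, *Ddx4* (ENSMUSG00000021758, chromosome 13, 112598333 to 112652310 of GRCm38) fell from 132 ± 18.3 to 56.9 ± 8.77 CPM (log2 fold change -1.21, standard error 0.13, adjusted p = 0.00274 from edgeR). *Dazl* (ENSMUSG00000010592, chromosome 17, 50279394 to 50293599) fell from 266 ± 22.0 to 143 ± 20.0 CPM (log2 fold change -0.90, standard error 0.10). The others had log2 fold changes of -1.31 (*Adcy10*), -0.87 (*Taf7l*), -0.84 (*Tdrd1*), -0.82 (*Rnf17*), -0.75 (*Mael*) and -0.71 (*Btbd18*).

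Among the 11 stem cell population maintenance genes, *Ascl2* (ENSMUSG00000009248, chromosome 7, 142966829 to 142969264) fell from 8.83 ± 0.413 to 1.23 ± 0.410 CPM (standard error 0.23, adjusted p = 0.00146 from edgeR). *Gfra1* (ENSMUSG00000025089, chromosome 19, 58235604 to 58455909) fell from 54.4 ± 4.25 to 27.8 ± 5.62 CPM (log2 fold change -0.96, standard error 0.14). *Plzf* was 179 ± 40.5 CPM in *Pramef12* Het and 112 ± 30.8 CPM in *Pramef12* Null testes (log2 fold change -0.68, standard error 0.21, adjusted p = 0.0733 from edgeR). The others were -2.73 (*Esrrb*), -1.63 (*Sall1*), -1.84 (*Eomes*), -2.46 (*Utf1*), -2.04 (*Pou5f1*), -1.47 (*Lin28a*), -1.04 (*Sall4*) and -0.72 (*Ret*) on the log2 scale.

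Among the 7 differentiation genes, *Dmrtb1* (ENSMUSG00000028610, chromosome 4, 107676290 to 107684230) fell from 39.7 ± 1.81 to 6.82 ± 3.09 CPM (log2 fold change -2.53, standard error 0.27, adjusted p = 0.00274 from edgeR). *Kit* (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) fell from 139.8 ± 3.05 to 46.8 ± 11.9 CPM (log2 fold change -1.58, standard error 0.16). The log2 fold changes of the others were -1.79 (*Stra8*), -1.21 (*Dnmt3b*), -0.77 (*Rarg*), -1.09 (*Sohlh1*) and -0.43 (*Sohlh2*).

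With the genes of Fig. 7e and Fig. 7g included, 54 genes are named at P7, and all 54 were lower in *Pramef12* Null testes, 51 of them with an edgeR adjusted P below 0.1. The exceptions were *Dll1* (-0.88, adjusted p = 0.134 from edgeR), *Kat6a* (-0.18, adjusted p = 0.111) and *Srrt* (-0.13, adjusted p = 0.151). With the replicate block, whose pairing is taken from the labels (same-numbered samples correlated at 0.22 on average), all 54 passed, these 3 at adjusted p = 0.0532, 0.0266 and 0.0977 from edgeR. DESeq2 called 47 of the 54 on the 6 P7 samples and all 54 when fitted on all 12. Other genes share 16.1% of the 50-base windows of *Dll1*, 51.2% of those of *Setd1a* and 10.1% of those of *Pou5f1*.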

The genes significantly downregulated at P7 included those involved in cell cycle (222 genes), regulation of gene expression (572 genes), RNA processing (159 genes), meiotic cell cycle (53 genes), reproductive process (239 genes), spermatogenesis (87 genes including *Ddx4*, *Adcy10*, *Dazl*, *Taf7l*, *Tdrd1*, *Rnf17*, *Mael*, *Btbd18*), stem cell population maintenance (31 genes including *Ascl2*, *Esrrb*, *Sall1*, *Eomes*, *Utf1*, *Pou5f1*, *Lin28a*, *Sall4*, *Gfra1*, *Ret*, *Plzf*) as well as cell differentiation (263 genes including *Dmrtb1*, *Kit*, *Stra8*, *Dnmt3b*, *Rarg*, *Sohlh1*, *Sohlh2*) (Fig. 7e, g). We next verified the expression patterns of the genes by real-time RT-PCR at P7. The qRT-PCR results confirmed significant downregulation of two stemness-related genes (*Pou5f1*, *Lin28a*), seven genes involved in SSC maintenance (*Pramef12*, *Utf1*, *Eomes*, *Sall4*, *Gfra1*, *Ret*, *Plzf*), seven genes involved in spermatogonial differentiation (*Dmrtb1*, *Stra8*, *Kit*, *Sohlh1*, *Rarg*, *Dnmt3b*, *Sohlh2*) and six genes involved in spermatogenesis (*Piwil2*, *Piwil1*, *Dazl*, *Ddx4*, *Btbd18*, *Tdrd1*) (Fig. 7h). 

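Of the genes tested with edgeR, 7 of 16531 changed at P2 and 3468 of 16703 at P7, the latter being 20.8%. Genes that mark a cell type in the paper's single-cell data (Supplementary Data 1) were followed in the bulk samples as groups. They were the genes with an adjusted p below 0.05, a fold change of at least 2.5 and detection in over 10% of the cells of a single cluster. At P2 the 70 spermatogonia markers tested had a median log2 fold change of -0.13. Of them 56 were below 0 and 1 was downregulated at adjusted P below 0.1. The mean log2 CPM of these markers was 5.15 ± 0.03 in *Pramef12* Het and 4.94 ± 0.16 in *Pramef12* Null testes (SD, n = 3 each, exact permutation test, two-sided, p = 0.1, the smallest that 3 samples against 3 allow). A rotation test of the whole set (fry in limma, two-sided) gave an adjusted p of 0.394 over 12 sets. At P7 the median of 69 spermatogonia markers was -0.37, with 52 downregulated and 1 upregulated (adjusted p = 0.00454 from fry in limma). The median of 115 Sertoli markers at P7 was 0.28, with 66 upregulated and 0 downregulated, and 4 below 0 (adjusted p = 0.00454 from fry in limma). The paper reports fewer germ cells in *Pramef12* Null tubules at P7 and normal numbers at P2. Levels of whole testis at P7 therefore mix cell numbers with levels within cells.

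With the replicate block, whose pairing comes from the labels, the medians were -0.13, -0.37 and 0.28, and a block hardly moves fold changes when every number has a sample of each genotype. The set test with the block, run after the other results had been seen, gave an adjusted p of 0.71 for the spermatogonia markers at P2 and of 0.0632 at P7 for both the spermatogonia and the Sertoli markers (fry in limma, two-sided). At P2 the mean log2 CPM of the spermatogonia markers was lower in the *Pramef12* Null sample of all 3 same-numbered pairs. With each sample left out in turn they stayed between -0.17 and -0.05, between -0.42 and -0.35, and between 0.25 and 0.30. When the samples were scaled on the Sertoli markers themselves, the P7 median of the spermatogonia markers was -0.65.

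Every gene the paper names was lower in *Pramef12* Null testes at the age it is named for, 19 at P2 and 54 at P7. The paper named these genes as downregulated in the same samples, so their shared direction is not independent support. For genes of stem cell maintenance, differentiation and spermatogenesis, the paper draws on RNA-seq at both ages, ontology enrichment and real-time RT-PCR at P7. From these it proposes that loss of *Pramef12* affects genes of many spermatogenic processes.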

Taken together, these data suggest that *Pramef12* deficiency globally influences the expression of genes that control multiple spermatogenic processes, including SSC maintenance and differentiation.

**Fig. 7:**
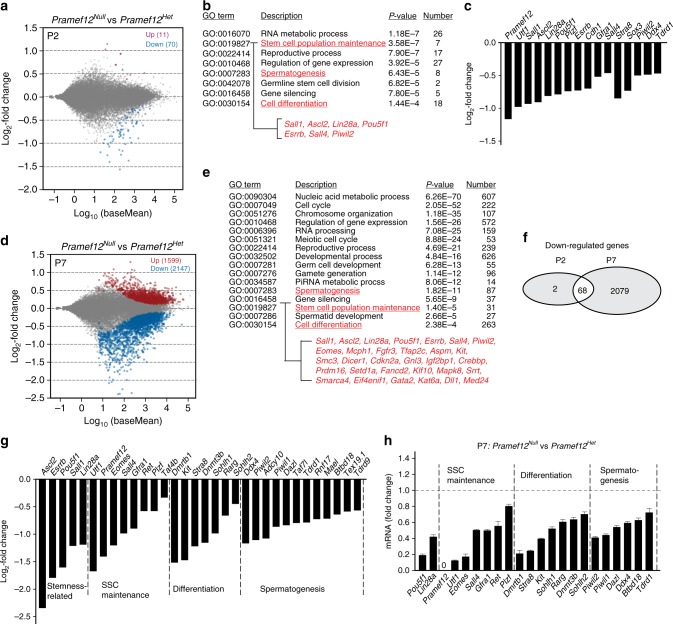
*Pramef12* deficiency alters expression patterns of spermatogenic genes. **a** MA plot (log ratio RNA abundance versus abundance) of RNA-seq data from *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes at P2. 11 genes and 70 genes were upregulated and downregulated, respectively, in *Pramef12*^*Null*^ testes using adjusted *P* *<* 0.1 as the cut off. **b** Gene ontology of downregulated genes in P2 *Pramef12*^*Null*^ testes. Genes that support stem cell population maintenance indicated in red text fly-out. GO terms were obtained by GOrilla analysis. *P* value was obtained from the data by GOrilla analysis. **c** Genes related to stem cell maintenance and differentiation that were significantly downregulated (log_2_-fold change) in P2 *Pramef12*^*Null*^ testes. **d** Same as **a**, but at P7. In all, 1599 genes and 2147 genes were upregulated and downregulated in *Pramef12*^*Null*^ testes, respectively. **e** Same as **b**, but at P7. *P* value was obtained from the data by GOrilla analysis. **f** Venn diagram depicting the overlap of downregulated genes determined at two developmental time points, P2 and P7. **g** RNA-seq results of selected transcripts (log_2_-fold change) related to SSC maintenance, differentiation and spermatogenesis that were significantly downregulated in P7 *Pramef12*^*Null*^ testes. **h** Quantitative RT-PCR validation of downregulated genes involved in SSC maintenance, differentiation and spermatogenesis in *Pramef12*^*Null*^ testes at P7. For comparison, the abundance (relative to *β-actin*) of each gene in *Pramef12*^*Het*^ control mice was set to 1. Data are presented as mean ± s.d for *n* = 3 biologically independent samples per condition

### scRNA-seq defines the transcriptome of *Pramef12*^*Null*^ testes

To address the cellular heterogeneity of spermatogonia, we isolated single cells from six testes of P7 *Pramef12*^*Het*^ and *Pramef12*^*Null*^ mice, respectively, and performed scRNA-seq analysis using the 10X Genomics platform (Fig. 8a). From a total of 5473 *Pramef12*^*Het*^ and 5116 *Pramef12*^*Null*^ testicular cells, 5221 and 4839 cells passed standard quality control and were retained for subsequent analysis (Supplementary Fig. 6a). On average, we detected 7446 unique molecular indices (UMIs) and 2450 genes in each individual cell, which are sufficient to define distinct cell types in mouse testis.

**Fig. 8:**
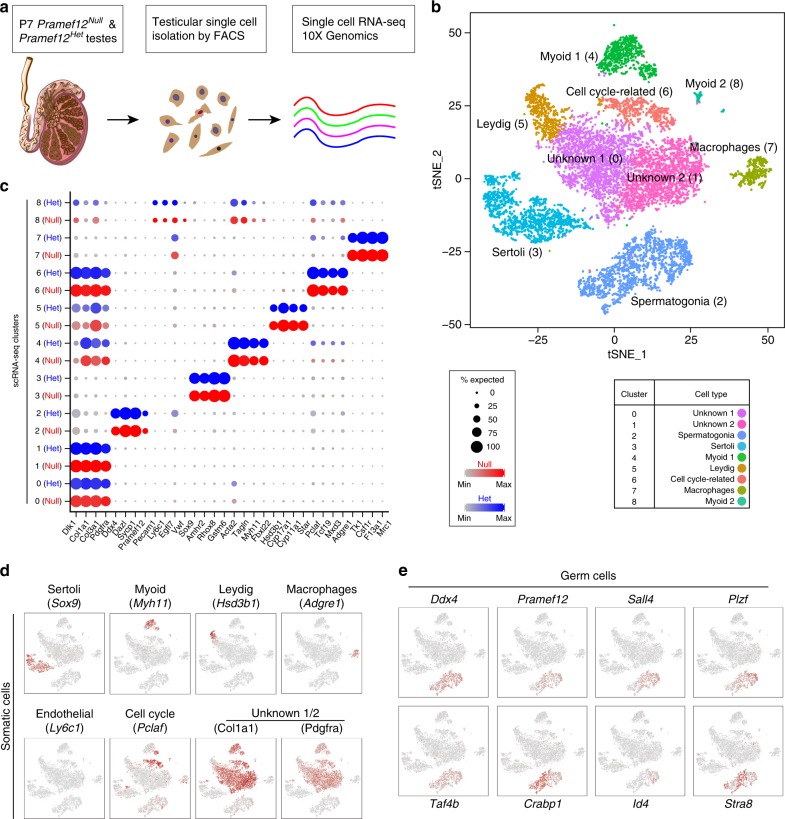
Single-cell transcriptome of *Pramef12*^*Het*^ and *Pramef12*^*Null*^ testicular cells. **a** Schematic illustration of the workflow for scRNA-seq analysis. **b** tSNE and clustering analysis of combined single-cell transcriptome data from P7 *Pramef12*^*Het*^ and *Pramef12*^*Null*^ testicular cells. Each dot represents a single-cell and cell clusters are distinguished by colors. **c** Dotplot for expression of selected marker genes across all identified cell types. **d** Gene expression patterns of selected somatic cell marker genes projected on the tSNE plots. **e** Expression patterns of marker genes for germ cells visualized in tSNE plots. *Pramef12* is exclusively expressed in germ cell population but not in somatic cell populations

Unsupervised clustering of the total 10,060 testicular cells projected onto t-distributed stochastic neighbor embedding (tSNE) analysis plots identified nine major cell types (Fig. 8b). None of the clusters consisted of cells derived solely from either *Pramef12*^*Het*^ or *Pramef12*^*Null*^ testes (Supplementary Fig. 6b). Cluster identity was assigned based on expression patterns of known marker genes in mouse testis (Fig. 8c–e, Supplementary Fig. 6c, d, Supplementary Data 1). We identified a germ cell population expressing spermatogonia-specific genes and eight somatic cell populations including five known somatic cell populations: Sertoli, myoid, Leydig, endothelial, and macrophages and three new cell populations: a cell cycle-related cell population and two unknown cell populations expressing fibroblast-specific marker genes including *Col1a1*, *Col3a1*, *Pdgfra,* and *Dlk1*. *Pramef12* was primarily expressed in the germ cell population and was not expressed in somatic cell populations (Fig. 8c, e) consistent with previous findings in adult mouse testis^34^.

### Transcriptome signatures of *Pramef12*^*Null*^ testes

To determine the transcriptome-wide signatures of SSC development and how PRAMEF12 effects this process, we re-clustered the 1153 *Pramef12*^*Het*^ and 654 *Pramef12*^*Null*^ spermatogonial cells. Uniform Manifold Approximation and Projection (UMAP) and marker gene analyses were performed for cell type identification^37^. Based on UMAP, we observed four distinct spermatogonial subtypes/states. Pseudotime analysis provided an arrow vector, which aligned with the developmental order of germline stem cells from spermatogonial state 1 to state 4 (SPG1 to SPG4) (Fig. 9a). None of the clusters/states derived solely from *Pramef12*^*Het*^ or *Pramef12*^*Null*^ spermatogonial cells (Supplementary Fig. 7a). Differentially expressed genes (DEGs) were observed among the four clusters and several classic spermatogonial marker genes for each state were identified in our single-cell data (Fig. 9b, Supplementary Fig. 7b, Supplementary Data 2). Gene ontology analysis identified the top several terms for these DEGs in each of the SPG1-4 states (Supplementary Fig. 7c). Marker gene analysis suggests that SPG1 cells correspond to SSCs, as they highly express SSC marker genes including *Id4*, *Etv5*, *Gfra1*, *Lhx1,* and *Ret* (Fig. 9b). SPG2 cells express *Ddit4*, *Utf1*, *Egr4*, *Pramef12*, *Sall4,* and *Plzf* and display low expression of differentiation markers (Fig. 9b, Supplementary Fig. 7d) consistent progenitor/undifferentiated spermatogonia. In contrast, SPG3 cells express high levels of early differentiation marker genes such as *Kit*, *Stra8* and *Dnmt3b* and low levels of *Pramef12*, *Sall4* and *Plzf* (Fig. 9b, Supplementary Fig. 7d) which indicates that this cell population is likely early differentiating spermatogonia. SPG4 cells mainly express late differentiation marker genes including *Prss50* and *Ly6k* and high levels of early meiotic genes such as *Hormad1* and *Prdm9* (Fig. 9b), implicating them as differentiated spermatogonia. Therefore, the expression patterns of spermatogonial marker genes recapitulate the developmental order of germline cells from SPG1 to SPG4. In addition, we found that the expression pattern of *Pramef12* is similar to *Sall4*, *Plzf*, *Lin28a* and *Sdc4* in spermatogonia (Supplementary Fig. 7d).

**Fig. 9:**
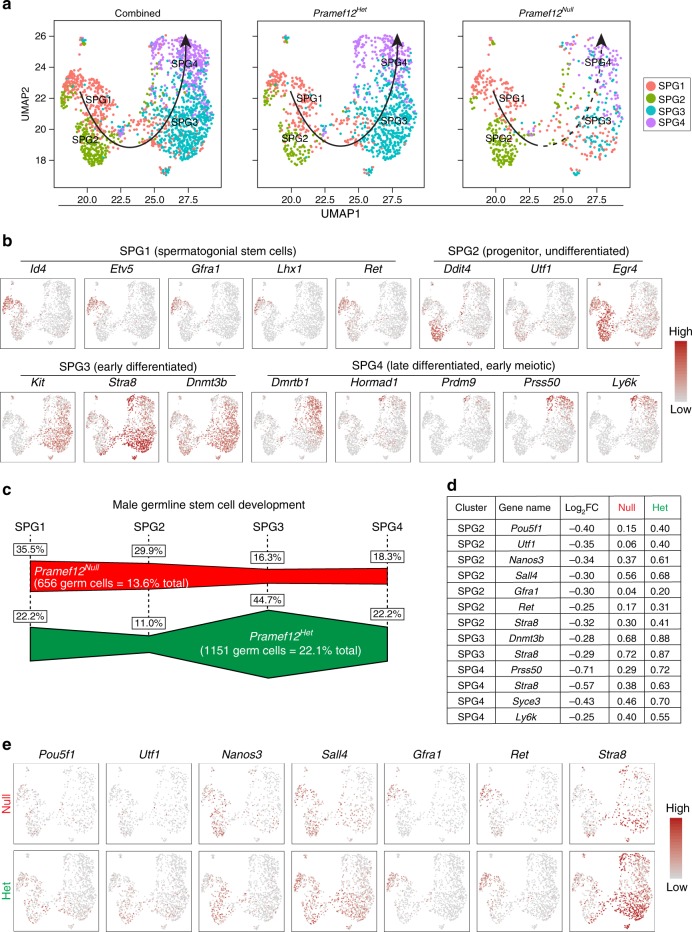
Transcriptome-wide signatures of germline stem cell development. **a** Focused analysis (UMAP clustering and pseudotime ordering) of combined (left), *Pramef12*^*Het*^ (middle), and *Pramef12*^*Null*^ (right) germ cells documented four biological subtypes following the order of SPG1 to SPG4 (state 1 to state 4). **b** Gene expression patterns of selected marker genes corresponding to each cellular state on the UMAP plots. **c** Summary schematic depicting the percentage of spermatogonia in each cellular state in *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes. *Pramef12* deficiency significantly impairs germline stem cell development as determined by the decreased percentage of differentiated cells in SPG3 and SPG4. **d** Differentially expressed genes (DEGs) between *Pramef12*^*Null*^ and *Pramef12*^*Het*^ cells in SPG2, SPG3, and SPG4. Log_2_FC, log_2_-fold change. Null and Het indicate the percentage of cells in which the gene was detected in *Pramef12*^*Null*^ and *Pramef12*^*Het*^ samples, respectively. **e** UMAP plots of the expression patterns of selected DEGs in SPG2 subtype in *Pramef12*^*Null*^ and *Pramef12*^*Het*^ samples

We determined that 22.2%, 11.0%, 44.7%, and 22.2% cells sorted into SPG1, SPG2, SPG3, and SPG4, respectively, in *Pramef12*^*Het*^ sample and 35.5%, 29.9%, 16.3%, and 18.3% cells sorted into SPG1, SPG2, SPG3, and SPG4, respectively, in *Pramef12*^*Null*^ sample (Fig. 9c). A dramatic decrease in the percentage of SPG3 and SPG4 cells in the *Pramef12*^*Null*^ sample suggests that *Pramef12* deficiency severely impairs germline stem cell development. Identification and analysis of differentially expressed genes between *Pramef12*^*Null*^ and *Pramef12*^*Het*^ cells in SPG subtypes revealed that *Utf1*, *Nanos3*, *Sall4*, *Gfra1,* and *Ret*, required in maintaining the undifferentiated spermatogonial population, and *Stra8*, important for spermatogonial differentiation, were significantly reduced in mutant SPG2 cells (Fig. 9d, Supplementary Data 3). Consistently, genes related to spermatogonial differentiation such as *Stra8* and *Dnmt3b*, were markedly downregulated in mutant SPG3 cells. Although *Prss50*, *Stra8*, *Syce3*, *Syce2*, *Tex101*, *Rhox13,* and *Ly6k* were largely decreased in mutant SPG4 cells (Fig. 9d, Supplementary Data 3). These results further demonstrate that *Pramef12*-deficient spermatogonia exhibit lower expression of several SSC maintenance- and differentiation-related genes. Moreover, differential expression analysis of the expression patterns of above genes further documented that the percentage of cells expressing several SSC maintenance-related genes in SPG2 in *Pramef12*^*Null*^ cells was sharply reduced and cells expressing differentiation marker genes in SPG3 and SPG4 were significantly downregulated compared with *Pramef12*^*Het*^ cells (Fig. 9d, e, Supplementary Fig. 7e). Taken together, single-cell transcriptional analysis of male germline cells indicates that PRAMEF12 is crucial for germline stem cell maintenance and differentiation.

### SSC fate in *Pramef12*^*Null*^ mice

A recent study documents the developmental kinetics and transcriptome dynamics of SSC specification in the spermatogenic lineage^38^. To define the SSC fate in the absence of PRAMEF12, we combined the published scRNA-seq data on germ cells isolated from P0, P3, and P6 testes^38^ with our scRNA-seq data on P7 *Pramef12*^*Het*^ and *Pramef12*^*Null*^ germ cells, and re-clustered the spermatogonial cells. We observed six distinct spermatogonial subtypes/states based on UMAP and differential gene expression (Fig. 10a). The identity of each state was determined by the age distribution of cells in each cluster and spermatogonial marker genes (Fig. 10a–d). P0 cells (86.6%) were mainly enriched in SPG1 and SPG2, which expressed high levels of SSC markers *Id4*, *Etv5*, *Ret,* and moderate levels of *Lhx1*. P3 cells (64.9%) were primarily sorted into SPG3 and SPG4 that possessed high levels of SSC-associated markers including *Id4*, *Etv5*, *Ret*, and *Lhx1*. 10.6% cells clustered into SPG1 and SPG2, and 24.6% cells clustered into SPG5 and SPG6 corresponding to differentiated spermatogonia. P6, P7 *Pramef12*^*Het*^, and P7 *Pramef12*^*Null*^ cells shared some overlap among the clusters and were primarily represented by clusters 3-6. Cluster 5 possesed low levels of SSC-associated markers, high levels of progenitor markers (*Neurog3*, *Sox3*) and low levels of terminal differentiation markers (*Kit*, *Stra8*), identifying them as progenitor spermatogonia formed from the SSC pool. Cluster 6 possesed the lowest levels of SSC-associated markers and the highest expression of terminal differentiation markers (*Kit*, *Stra8*), which characterized them as more differentiated spermatogonia. Based on the above analyses of known markers, the developmental trajectory of SSCs is from SPG1 to SPG6. Interestingly, the distribution of cells in cluster 5 in P7 *Pramef12*^*Null*^ cells is much higher than in P0 (40.6% versus 1.4%), in P3 (40.6% versus 6.5%), in P6 (40.6% versus 25.8%), and in P7 *Pramef12*^*Het*^ (40.6% versus 26.0%) cells (Fig. 10d), suggesting that a higher percentage of progenitor spermatogonia were present in *Pramef12*^*Null*^ testes. This indicates that in the absence of PRAMEF12, the SSCs had lower stem cell potential and more closely resembled progenitor spermatogonia, which is supported by the transcriptome analyses in which a higher percentage of cells remained as progenitor spermatogonia. This implies that *Pramef12* deficiency significantly impairs stem cell potential and blocks stem cell differentiation at an early stage of spermatogenesis consistent with our findings (Fig. 9) that *Pramef12* deficiency impedes germline stem cell development.

**Fig. 10:**
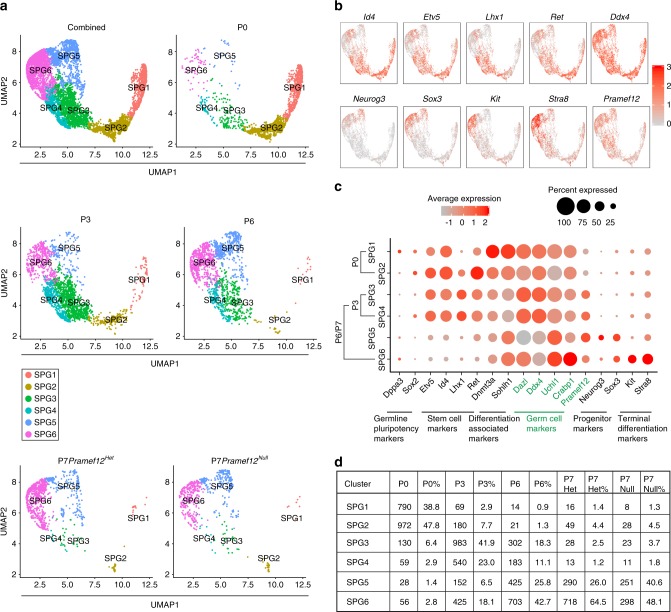
Spermatogonial stem cell fates in *Pramef12*^*Null*^ male mice. **a** UMAP clustering of the combined germ cells including P0, P3, P6, P7 *Pramef12*^*Het*^, and *Pramef12*^*Null*^ samples documented six biological subtypes following a developmental trajectory of SPG1 to SPG6 (upper left). Five additional UMAP plots specific to each individual sample (right and below). **b** Gene expression patterns of selected spermatogonial marker genes corresponding to each cellular state on the UMAP plots: SPG1 (*Id4*, *Etv5*, *Ret*); SPG2 (*Id4*, *Etv5*, *Lhx1*, *Ret*); SPG3 (*Id4*, *Etv5*, *Lhx1*, *Ret*); SPG4 (*Id4*, *Etv5*, *Lhx1*, *Ret*); SPG5 (*Neurog3*, *Sox3*); and SPG6 (*Kit*, *Stra8*). **c** Dotplot representation of average scaled expression and the percentage of cells within each cluster for selected marker genes across all ages and cell types. **d** Table of the distribution and the percentage of the cells within each cluster and each sample

## Discussion

Mammalian spermatogenesis is a dynamic process that is sustained by a balance between maintaining a population of self-renewing SSCs and the ability of these cells to differentiate into mature spermatozoa. Abnormalities in this equilibrium lead to spermatogenic failure and male infertility. Here, we introduce PRAMEF12 as an important regulator of spermatogonial biology that is expressed in undifferentiated and early differentiating spermatogonia. We document that genetic ablation of *Pramef12* impairs SSC self-renewal and early differentiation, which prevents sustained cycles of spermatogenesis and results in a Sertoli cell-only syndrome in adult mice. Comparative bulk and scRNA-seq data provide evidence that *Pramef12* deficiency dysregulates previously reported SSC maintenance- and differentiation-related genes and results in impaired germline stem cell development. Comparison with normal transcriptomes of SSCs further demonstrates that *Pramef12* deficiency significantly impairs stem cell potential and blocks stem cell differentiation. Taken together, these data conclusively establish PRAMEF12 as an essential factor in maintenance of the spermatogenic lineage in the testis, which is essential to ensure robust spermatogenesis and male fertility.

Previous studies have identified molecular markers at defined stages of undifferentiated stem and progenitor spermatogonia (Fig. 4j). Except for NANOS2, all are expressed in other tissues and presumably have additional roles in development. Within the testes, expression of ID4, BMI1, PAX7, and EOMES is restricted to a subset of A_s_ spermatogonia^39–41^. GFRA1, UTF1, and NANOS2 are limited to A_s_, A_pr_, and short A_al_ spermatogonia^42–44^, whereas PLZF, SALL4, LIN28A, CDH1, and FOXO1 are expressed later in undifferentiated cells as well as in early differentiated spermatogonia^14,45–50^. Although detected in the placenta, PRAMEF12 is mostly expressed in adult germ cells and genetic ablation has a sterile phenotype in male, but not female, mice. Whole-mount staining of *Pramef12*^*HA/mCherry*^ transgenic testes indicates that PRAMEF12 is co-expressed with PLZF in most, but not all, undifferentiated spermatogonia.

Despite substantial progress in investigating male germline stem cell maintenance, our understanding of the underlying mechanisms that regulate SSC homeostasis remains incomplete. Compared with the reported phenotypes of *Id4*, *Nanos2,* and *Plzf* knockout mice, the defects in *Pramef12*^*Null*^ mice arise much earlier and are more severe, suggesting critical function(s) for PRAMEF12 in regulating early SSC self-renewal and proliferative expansion. However, the continued presence of PRAMEF12 protein in early differentiating spermatogonia suggests that this germ cell-specific protein also regulates spermatogonial differentiation and meiosis. This is supported by the observation that KIT expression, essential for spermatogonial differentiation and initiation of meiosis^51–53^, is significantly decreased in *Pramef12*^*Null*^ testes. This is associated with decreased numbers of meiotic spermatocytes in P14 and P21 tubules and the failure of the first wave of spermatogenesis to result in mature spermatozoa at P35. The experimental observation that transgenic expression of the recombinant protein restores spermatogenesis and fertility of *Pramef12*^*Null*^ mice, confirms that PRAMEF12 drives SSC functions and spermatogenesis in the mouse testes.

Recent studies have reported that PLZF physically interacts with SALL4, and ChIP-seq analysis of PLZF and SALL4 identifies shared regulatory targets (*Bcl6b*, *Etv5*, *Foxo1*, *Lhx1*) involved in SSC self-renewal and differentiation^47,54^. To further elucidate PRAMEF12 function, we performed RNA-seq analysis and found that a series of genes involved in SSC self-renewal (*Eomes*, *Gfra1*, *Sall4*, *Plzf*), differentiation (*Dmrtb1*, *Stra8*, *Kit*, *Sohlh1*, *Sohlh2*) and spermatogenesis (*Piwil2*, *Dazl*, *Ddx4*) were significantly downregulated in *Pramef12*^*Null*^ testes. These observations suggest that cytoplasmic PRAMEF12 participates in gene activation and acts upstream of genes involved in SSC self-renewal and differentiation. However, unlike cytoplasmic NANOS2 that binds RNA^55^, PRAMEF12 does not have RNA-binding motifs and it remains unclear how PRAMEF12 regulates gene expression.

Based on analysis of ID4-positive spermatogonia and expression of other markers in a subset of A_s_ spermatogonia, a hierarchical model has been proposed that supports heterogeneity among SSCs and undifferentiated spermatogonia^9,10^. To profile the transcriptome-wide signatures during germline stem cell development and how PRAMEF12 effects this process, we performed focused re-clustering of *Pramef12*^*Het*^ and *Pramef12*^*Null*^ spermatogonial cells. Based on our scRNA-seq data, we find that: (1) four spermatogonial states (SPG1-4) follow a continuous differentiation trajectory and that *Pramef12* deficiency impairs germline stem cell development as evidenced by decreased percentages of differentiated cells in SPG3/4 states; (2) *Pramef12* deficiency disrupts SSC maintenance- and differentiation-related genes; and (3) the percentage of spermatogonia expressing SSC maintenance-related genes are markedly reduced in *Pramef12*^*Null*^ cells. A recent study reported the developmental trajectory of SSCs and their prospermatogonial precursors by scRNA-seq analysis^38^. To define the SSC fate in the absence of PRAMEF12, we combined the scRNA-seq data on germ cells from P0, P3, and P6 testes with our scRNA-seq data on P7 *Pramef12*^*Het*^ and *Pramef12*^*Null*^ germ cells and compared the transcriptome signatures. These analyses further validate our observations that *Pramef12* deficiency severely impairs stem cell potential and blocks stem cell differentiation.

In summary, our investigations introduce PRAMEF12 as a newly identified cytoplasmic factor that is required for spermatogonial maintenance and is essential for spermatogenesis and fertility. Not only do these findings provide new insights into molecular mechanisms that regulate SSC homeostasis and differentiation, they also provide a better understanding of male germline stem cell biology, which may translate into treatment of human male infertility.

## Methods

### Animals

All animal studies were performed in accordance with guidelines of the Animal Care and Use Committee of the National Institutes of Health under a Division of Intramural Research, NIDDK approved animal study protocol (protocol numbers K018LCDB18 and K044LCDB19).

### Generation of *Pramef12*^*Null*^ mice by CRISPR/Cas9

The guide RNA sequence (5′-GGCTTTGCATTGCGAGCTGT-3′) was designed to target DNA sequence downstream of the *Pramef12* start codon. 

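The 20 bases of the guide, GGCTTTGCATTGCGAGCTGT, match the *Pramef12* gene on chromosome 4 of GRCm38 from 144395924 to 144395943. *Pramef12* is on the minus strand and the guide reads antisense to its transcript. The match is followed by AGG, the adjacent motif that Cas9 requires, and lies in exon 2 of the longer annotated transcript, an exon that spans 144395680 to 144396002. The start codon of that transcript occupies 144395970 to 144395972 in the same exon. The target begins 26 bases after the start codon, and the position where Cas9 is taken to cut, 3 bases from the motif, lies 29 bases after it. From the start codon on, the reference transcript reads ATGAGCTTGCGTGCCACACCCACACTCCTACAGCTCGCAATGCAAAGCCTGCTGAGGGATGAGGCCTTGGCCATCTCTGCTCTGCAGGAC. The reads of the bulk samples are counts per gene, so the edited sequence itself is not seen in them and was not analysed here.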

Double-stranded synthetic DNA was cloned into pDR274 (Addgene, #42250) expressing a single guide RNA (sgRNA). After linearization by digestion with DraI, the DNA fragment was purified with PCR Clean-up Kit (Clontech Laboratories) and transcribed using AmpliScribe T7-Flash Transcription Kit (Lucigen). *Cas9* mRNA (Addgene #42251) was generated by linearization with PmeI, purified with PCR clean-up kit, and transcribed with mMESSAGE mMACHINE T7 Kit (Thermo Fisher Scientific). After transcription, the sgRNA and *Cas9* mRNA were purified with MEGAclear Transcription Clean-Up Kit (Thermo Fisher Scientific). Hormonally stimulated B6D2_F1_ (C57LB/6 × DBA2) female mice were mated to B6D2_F1_ male mice and zygotes were collected from oviducts at embryonic day 0.5 (E0.5). sgRNA (50 ng μl^*−*1^) and *Cas9* mRNA (100 ng μl^*−*1^) were mixed and injected into the zygotes in M2 medium. Injected zygotes were cultured in KSOM (37 °C, 5% CO_2_) to the two-cell embryo stage. Two-cell embryos were transferred into the oviducts of pseudo-pregnant ICR female mice at E0.5. Primers for genotyping the *Pramef12*^*Null*^ mice are listed in Supplementary Table 1. Uncropped gels are presented in Supplementary Fig. 8.

### Generation of transgenic mice

To establish *Pramef12*^*HA/mCherry*^ and *Pramef12*^*FLAG/6xHis/HA*^ transgenic mice, *Pramef12* cDNA with N-terminus HA and C-terminus mCherry or with N-terminus FLAG-6xHis and C-terminus HA were inserted into a pmCherry-N1 vector (Clontech). A 3.2 kb DNA sequence upstream of the transcription start site of *Pramef12* was amplified from mouse genomic DNA and used as a promoter. A DNA fragment including the promoter and the coding sequence was obtained by digestion of the plasmid with NgoMIV. The transgene was microinjected into the male pronucleus of zygotes and embryo transfers were performed as described above. Genotyping primers for *Pramef12*^*HA/mCherry*^ and *Pramef12*^*FLAG/6xHis/HA*^ transgenic mice were designed to bridge the protein-coding and mCherry sequence or the promoter and protein-coding sequence, respectively (Supplementary Table 1).

### Fertility assay

To assess fertility, pairs of *Pramef12*^*Null*^ and *Pramef12*^*Het*^ female mice were co-caged with either a control *Pramef12*^*Het*^ or homozygous *Pramef12*^*Null*^ male mouse for 6 months. The average number of pups per litter was quantified and at least three mating cages were set up for each genotype. A similar approach was used to assess the fertility of *Pramef12*^*Null*^ and *Pramef12*^*Het*^ rescued by the presence of a transgene expressing recombinant PRAMEF12.

### RNA isolation and quantitative real-time RT-PCR

Total RNA was isolated from mouse tissues using RNeasy Mini Kit (Qiagen) and cDNA was synthesized with SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific). Quantitative RT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) and QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). The primers used in these experiments are listed in Supplementary Table 2. The relative abundance of each transcript was calculated by the 2^−ΔΔ*Ct*^ normalized to endogenous *β-actin* expression^56^. Uncropped gels of Fig. 4a are presented in Supplementary Fig. 8.

### Histology and IF

Mouse testes and epididymides were fixed in Bouin’s solution or 4% paraformaldehyde (PFA) overnight at 4 °C for histology or immunostaining, respectively. Samples were embedded in paraffin, sectioned (5 μm-thick) and mounted on slides prior to staining with periodic acid-Schiff (PAS) and hematoxylin. Cell apoptosis was measured by terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate (TUNEL) assay using an In situ Apoptosis Detection Kit (Millipore) according to the manufacturer’s instructions.

After de-waxing, rehydration, and antigen retrieval with 0.01% sodium citrate buffer (pH 6.0) (Sigma Aldrich), tissue sections were blocked with SuperBlock Blocking Buffer containing 0.05% Tween-20 at RT for 1 h and incubated with primary antibodies (Supplementary Table 3) overnight at 4 °C. For IF, secondary antibodies conjugated to Alexa Fluors (Supplementary Table 3) were used to detect the antigen and DNA was stained with Hoechst 33342. For immunohistochemistry, ImmPRESS Polymer Detection Kit (Vector Laboratories) and diaminobenzidine were used to detect antibody binding.

For whole-mount staining, freshly isolated testes were fixed in 4% PFA overnight at 4 °C, permeabilized in SuperBlock Blocking Buffer containing 5% donkey serum, 3% bovine serum albumin, 0.5% Triton X-100 and 0.05% Tween-20 overnight at 4 °C and then incubated with primary antibodies (Supplementary Table 3) for 3–5 days at 4 °C. Secondary antibodies conjugated to Alexa Fluors (Supplementary Table 3) were incubated with the testes for an additional 3–5 days at 4 °C. After washing in PBS, testes were mounted with PBS on the slides. Bright field images were obtained with an inverted microscope (AxioPlan 2; Carl Zeiss) and fluorescent images were captured with a confocal microscope (LSM 780; Carl Zeiss).

### Immunoblot

Total protein was extracted in 1 × LDS sample buffer with 1 × NuPAGE Sample Reducing Agent (Thermo Fisher Scientific). Proteins were separated on 4–12% Bis-Tris gels and electrophoretically transferred to polyvinylidene difluoride membranes. The membranes were blocked with 5% nonfat milk in Tris-buffered saline containing 0.05% Tween-20 (TBST) at RT for 1 h and probed with primary antibodies (Supplementary Table 3) overnight at 4 °C. The membranes then were washed three times with TBST and incubated (1 h, RT) with secondary antibodies (Supplementary Table 3), washed with TBST and developed using SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific). Signals were detected with PXi Touch (SYNGENE) or Hyperfilm ECL (GE Healthcare) according to the manufacturer’s instructions. Uncropped blots are presented in Supplementary Fig. 8.

### Isolation of single testicular cells by FACS

Single cells were isolated according to published protocols^57,58^ with minor modifications. In brief, P7 *Pramef12*^*Null*^ and *Pramef12*^*Het*^ testes were collected and de-capsulated in Hank’s Balanced Salt Solution (HBSS, Gibco). Testicular tubules were digested in 15 ml conical tubes containing 5 ml (1 mg ml^*−*1^) of collagenase (Type IV, Sigma Aldrich)/DNase I (Sigma Aldrich) solution in HBSS at 37 °C with gentle agitation for 15 min. The dispersed tubules were then digested with 0.25% trypsin/EDTA and DNase I at 37 °C with gentle agitation for 7 min. When most of the cells were dispersed, trypsin was neutralized by adding 20% fetal bovine serum (FBS). The cell suspensions were filtered through a pre-wetted 70-μm cell strainer (Corning) and were pelleted by centrifugation at 300 × *g* for 5 min. The cell pellets were resuspended in HBSS with 15% FBS at a concentration of 1 × 10^6^ cells ml^*−*1^.

For FACS analysis, the cells were stained with 1 μg ml^*−*1^ DAPI to exclude dead cells and stained with DRAQ5 dye (Thermo Fisher Scientific) to quantify DNA content, filtered through a 40-μm cell strainer (Corning) before loading on a MoFlo Astrios EQ high speed cell sorter (Beckman Coulter). Flow data analysis was performed using Summit software V6.3.016900 (Beckman Coulter). Sorting strategies for isolation vital single testicular cells were shown in Supplementary Fig. 9. Cells were sorted into HBSS supplemented with 15% FBS and freshly isolated cells were immediately used for scRNA-seq library preparation. FACS experiments were performed at NINDS Flow Cytometry Core Facility in a BSL2 enclosure.

### RNA-seq library preparation

Total RNA was isolated using RNeasy Mini Kit and mRNA was purified by Dynabeads mRNA Purification Kit (Thermo Fisher Scientific). First-strand cDNA was synthesized with SuperScript III Reverse Transcriptase and the second strand was synthesized in 100 μl containing: 20 μl of the first-strand cDNA synthesis mix, 10 μl of 10 × second strand buffer (500 mm Tris-HCl, pH 7.5; 50 mm MgCl_2_; 10 mm DTT), 3 μl of dNTP mix (10 mm), 1 μl of RNaseH (2 U μl^*−*1^), 5 μl of DNA Pol I (10 U μl^*−*1^) and 61 μl H_2_O. The mixture was incubated for 2 h at 16 °C. The libraries were constructed with Nextera DNA Sample Preparation Kit (Illumina) per the manufacturer’s protocol in which double-strand cDNA was fragmented, subjected to adapter ligation and amplified. The final PCR amplified libraries were sequenced at the NIDDK Genomic Core Facility.

### scRNA-seq library preparation

scRNA-seq libraries were prepared using single-cell 3′ reagent kits v2 (10× Genomics) according to the manufacturer’s instructions at the NHLBI Core Facility. In brief, cells obtained from FACS were mixed with a suspension containing barcoded beads and UMI (unique molecular identifier) elements that allow specific tagging of messenger RNA. After partitioning thousands of cells into nanoliter-scale Gel Bead-In-EMulsions (GEMs) and barcoding, full-length barcoded cDNA is then amplified by PCR to generate sufficient mass for library construction. Libraries were constructed by fragmentation, end repair, A-tailing, adaptor ligation, and index PCR. After ensuring adequate quality of the cDNA libraries, the samples were sequenced at the NHLBI Genomic Core Facility.

### RNA-seq analysis

Raw sequence reads were trimmed with cutadapt v1.16 to remove any adapters while performing light quality trimming using parameters -q 20 -a AGATCGGAAGAGC–minimum-length 25. Trimmed reads were mapped to the mm10 reference genome using HISAT v2.1.0 with default parameters^59^ and multimapping reads were filtered using SAMtools v1.7^60^. Uniquely aligned reads were then mapped to gene features using subread featureCounts v1.6.1 with default parameters^61^. Differential expression between groups of samples was tested in R v3.4.1 with DESeq2 v1.18.1^62^.

### scRNA-seq data processing

Raw read processing was carried out using the CellRanger Single-Cell Software Suite (version 3.0.0, 10× Genomics Inc., CA). In brief, the demultiplexed FASTQ files (26 bp Cell barcode and UMI Read1, 8 bp i7 index, and 100 bp Read2) were generated using the CellRanger *mkfastq* command. The primary data analyses that included alignment, filtering, barcode counting and UMI quantification for determining gene transcript counts per cell (generated a gene-barcode matrix), quality control, clustering and statistical analysis were performed using CellRanger *count* command. Gene positions were annotated using Ensembl build 93 and filtered for biotype (only protein-coding, long intergenic non-coding RNA, antisense, immunoglobulin or T-cell receptor).

### Single-cell transcriptomes to identify cell types

Raw gene expression matrices generated per sample using CellRanger (version 3.0.0) were imported into R (version 3.5.0) and converted to a Seurat object using the Seurat R package (version 2.3.4)^63^. Cells that had either fewer than 300 expressed genes, over 30,000 or below 1619 UMIs, or over 15% UMIs derived from mitochondrial genome were discarded. For the remaining 10,060 cells, gene expression matrices were normalized to total cellular read count and to mitochondrial read count using negative binomial regression method implemented in Seurat *RegressOut* function. Cell Cycle scores were also calculated using Seurat *CellCycleScoring* function since the Cell cycle phase effect was observed. The gene expression matrices were then further normalized to cell cycle scores. The variably expressed genes were selected from the normalized data. The gene that had a normalized expression value between 0.13 and 8, a quantile-normalized variance exceeding 0.9, and was not a mitochondrial or ribosome protein-coding genes was defined as highly variably genes (HVG). The resulting 1334 HVGs were used as features for dimensionality reduction and clustering. The Seurat *RunPCA* and *JackStraw* functions was performed to select principal components (PCs), which hold the most differences to separate the cells. The *RunTSNE* function with default setting was then applied to plot the selected significant PCs. We further performed the batch effect correction using Hormany^64^ because a batch effect between two samples was observed. The *RunTSNE* function with default setting was applied to plot the first 25 Harmony aligned coordinates. The *FindClusters* function with resolution = 0.4 parameter was carried out to cluster cells into different groups. The canonical marker genes were applied to annotated cell clusters to known biological cell types.

### Re-clustering of the germ cell types

To identify sub-clusters within spermatogonia-specific cell type, we re-analyzed cells that belonged to spermatogonial cell type separately. Specifically, we selected the HVGs for spermatogonial cell type as described above, and then applied principle component analysis on the selected HVGs for dimensionality reduction. To identify which principle components were informative, we determined statistical significance of PCA scores using Seurat function *JackStraw*, selecting those principle components with *P* value < 0.5. The batch effect correction was also performed as described above. First 20 Harmony aligned coordinates further summarized to UMAP dimensionality reduction using the default of the UMAP function *RunUMAP*^37^. Using the graph-based clustering approach implemented in the *FindClusters* function of the Seurat package, with a conservative resolution of 0.8 and otherwise default parameters, cells were re-clustered by UMAP aligned coordinates.

### Identification of marker genes

To identify marker genes for these nine cell types, we compared the gene expression values of cells from the cluster of interest with that of cells from the rest of clusters using the Seurat *FindMarkers* function with default parameter of Wilcoxon rank-sum test. Marker genes were defined based on the following criteria: (1) the average expression value in the cluster of interest was at least 2.5-fold higher than the average expression in the rest of clusters; (2) there are > 10% of cells in the cluster of interest that were detectable; and (3) marker genes should have the highest mean expression in the cluster of interest compared with the rest of clusters.

### Statistical analysis

Unless otherwise noted, data are presented as the mean ± s.d. The two-tailed Student’s *t* test was used to calculate *Ρ* values. *Ρ* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Source Data

## Data Availability

The accession number for the sequencing data reported in this study has been deposited in the Gene Expression Omnibus website with accession code GSE117708. The source data underlying Figs. 1b, 1d, 1h, 2b, 2e, 2k, 3d, 5d, 6c, and Supplementary Figs. 2c, 2d, 3d, 3f, 4b, 4d, 5b, 5d, 5g, 5k are provided as a Source Data file. A reporting summary for this article is available as a Supplementary Information file. All other relevant data that support the findings of this study are available from the corresponding authors upon reasonable request.

## References

[1] de Rooij DG, Russell LD (2000). All you wanted to know about spermatogonia but were afraid to ask. J. Androl..

[2] Oatley JA, Brinster RL (2008). Regulation of spermatogonial stem cell self-renewal in mammals. Annu Rev. Cell Dev. Biol..

[3] De Felici M (2000). Regulation of primordial germ cell development in the mouse. Int. J. Dev. Biol..

[4] de Rooij DG (2001). Proliferation and differentiation of spermatogonial stem cells. Reproduction.

[5] McLaren A (2000). Germ and somatic cell lineages in the developing gonad. Mol. Cell Endocrinol..

[6] Phillips BT, Gassei K, Orwig KE (2010). Spermatogonial stem cell regulation and spermatogenesis. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[7] de Rooij DG, Grootegoed JA (1998). Spermatogonial stem cells. Curr. Opin. Cell Biol..

[8] Tegelenbosch RA, de Rooij DG (1993). A quantitative study of spermatogonial multiplication and stem cell renewal in the C3H/101 F1 hybrid mouse. Mutat. Res.

[9] Lord T, Oatley JM (2017). A revised A(single) model to explain stem cell dynamics in the mouse male germline. Reproduction.

[10] de Rooij DG (2017). The nature and dynamics of spermatogonial stem cells. Development.

[11] Nakagawa T, Nabeshima Y, Yoshida S (2007). Functional identification of the actual and potential stem cell compartments in mouse spermatogenesis. Dev. Cell.

[12] Nakagawa T, Sharma M, Nabeshima Y, Braun RE, Yoshida S (2010). Functional hierarchy and reversibility within the murine spermatogenic stem cell compartment. Science.

[13] Hara K (2014). Mouse spermatogenic stem cells continually interconvert between equipotent singly isolated and syncytial states. Cell Stem Cell.

[14] Gassei K, Orwig KE (2013). SALL4 expression in gonocytes and spermatogonial clones of postnatal mouse testes. PLoS ONE.

[15] Klein AM, Nakagawa T, Ichikawa R, Yoshida S, Simons BD (2010). Mouse germ line stem cells undergo rapid and stochastic turnover. Cell Stem Cell.

[16] Helsel AR (2017). ID4 levels dictate the stem cell state in mouse spermatogonia. Development.

[17] Chan F (2014). Functional and molecular features of the Id4+ germline stem cell population in mouse testes. Genes Dev..

[18] Soyal SM, Amleh A (2000). Dean J. FIGalpha, a germ cell-specific transcription factor required for ovarian follicle formation. Development.

[19] Joshi S, Davies H, Sims LP, Levy SE, Dean J (2007). Ovarian gene expression in the absence of FIGLA, an oocyte-specific transcription factor. BMC Dev. Biol..

[20] Ikeda H (1997). Characterization of an antigen that is recognized on a melanoma showing partial HLA loss by CTL expressing an NK inhibitory receptor. Immunity.

[21] Chang TC (2011). The expansion of the PRAME gene family in Eutheria. PLoS ONE.

[22] Simpson AJG, Caballero OL, Jungbluth A, Chen YT, Old LJ (2005). Cancer/testis antigens, gametogenesis and cancer. Nat. Rev. Cancer.

[23] Zendman AJW, Ruiter DJ, Van Muijen GNP (2003). Cancer/testis-associated genes: Identification, expression profile, and putative function. J. Cell Physiol..

[24] Enkhbayar P, Kamiya M, Osaki M, Matsumoto T, Matsushima N (2004). Structural principles of leucine-rich repeat (LRR) proteins. Proteins.

[25] Kobe B, Kajava AV (2001). The leucine-rich repeat as a protein recognition motif. Curr. Opin. Struct. Biol..

[26] Mistry BV (2013). Differential expression of PRAMEL1, a cancer/testis antigen, during spermatogenesis in the mouse. PLoS ONE.

[27] Birtle Z, Goodstadt L, Ponting C (2005). Duplication and positive selection among hominin-specific PRAME genes. BMC Genomics.

[28] Wang PJ, McCarrey JR, Yang F, Page DC (2001). An abundance of X-linked genes expressed in spermatogonia. Nat. Genet..

[29] Dade S, Callebaut I, Mermillod P, Monget P (2003). Identification of a new expanding family of genes characterized by atypical LRR domains. Localization of a cluster preferentially expressed in oocyte. FEBS Lett..

[30] Minami N (2003). Oogenesin is a novel mouse protein expressed in oocytes and early cleavage-stage embryos. Biol. Reprod..

[31] Monti M, Redi C (2009). Oogenesis specific genes (Nobox, Oct4, Bmp15, Gdf9, Oogenesin1 and Oogenesin2) are differentially expressed during natural and gonadotropin-induced mouse follicular development. Mol. Reprod. Dev..

[32] Casanova EA (2011). Pramel7 mediates LIF/STAT3-dependent self-renewal in embryonic stem cells. Stem Cells.

[33] Bortvin A (2003). Incomplete reactivation of Oct4-related genes in mouse embryos cloned from somatic nuclei. Development.

[34] Green CD (2018). A comprehensive roadmap of murine spermatogenesis defined by single-cell RNA-seq. Dev. Cell.

[35] Hobbs RM, Seandel M, Falciatori I, Rafii S, Pandolfi PP (2010). Plzf regulates germline progenitor self-renewal by opposing mTORC1. Cell.

[36] Suzuki H (2012). SOHLH1 and SOHLH2 coordinate spermatogonial differentiation. Dev. Biol..

[37] Becht Etienne, McInnes Leland, Healy John, Dutertre Charles-Antoine, Kwok Immanuel W H, Ng Lai Guan, Ginhoux Florent, Newell Evan W (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nature Biotechnology.

[38] Law NC, Oatley MJ, Oatley JM (2019). Developmental kinetics and transcriptome dynamics of stem cell specification in the spermatogenic lineage. Nat. Commun..

[39] Oatley MJ, Kaucher AV, Racicot KE, Oatley JM (2011). Inhibitor of DNA binding 4 is expressed selectively by single spermatogonia in the male germline and regulates the self-renewal of spermatogonial stem cells in mice. Biol. Reprod..

[40] Aloisio GM (2014). PAX7 expression defines germline stem cells in the adult testis. J. Clin. Invest.

[41] Komai Y., et al. Bmi1 expression in long-term germ stem cells. *Sci. Rep.***4**, 6175 (2014).10.1038/srep06175PMC414127025146451

[42] Suzuki H, Sada A, Yoshida S, Saga Y (2009). The heterogeneity of spermatogonia is revealed by their topology and expression of marker proteins including the germ cell-specific proteins Nanos2 and Nanos3. Dev. Biol..

[43] van Bragt MP (2008). Expression of the pluripotency marker UTF1 is restricted to a subpopulation of early A spermatogonia in rat testis. Reproduction.

[44] Meng XJ (2000). Regulation of cell fate decision of undifferentiated spermatogonia by GDNF. Science.

[45] Buaas FW (2004). Plzf is required in adult male germ cells for stem cell self-renewal. Nat. Genet.

[46] Costoya JA (2004). Essential role of Plzf in maintenance of spermatogonial stem cells. Nat. Genet.

[47] Hobbs RM (2012). Functional antagonism between Sall4 and Plzf defines germline progenitors. Cell Stem Cell.

[48] Tokuda M, Kadokawa Y, Kurahashi H, Marunouchi T (2007). CDH1 is a specific marker for undifferentiated spermatogonia in mouse testes. Biol. Reprod..

[49] Goertz MJ, Wu ZR, Gallardo TD, Hamra FK, Castrillon DH (2011). Foxo1 is required in mouse spermatogonial stem cells for their maintenance and the initiation of spermatogenesis. J. Clin. Invest.

[50] Fayomi AP, Orwig KE (2018). Spermatogonial stem cells and spermatogenesis in mice, monkeys and men. Stem Cell Res..

[51] Zhang L (2013). c-kit expression profile and regulatory factors during spermatogonial stem cell differentiation. BMC Dev. Biol..

[52] Busada JT (2015). Retinoic acid regulates Kit translation during spermatogonial differentiation in the mouse. Dev. Biol..

[53] Manku G, Culty M (2015). Mammalian gonocyte and spermatogonia differentiation: recent advances and remaining challenges. Reproduction.

[54] Lovelace DL (2016). The regulatory repertoire of PLZF and SALL4 in undifferentiated spermatogonia. Development.

[55] Sada A, Suzuki A, Suzuki H, Saga Y (2009). The RNA-binding protein NANOS2 is required to maintain murine spermatogonial stem cells. Science.

[56] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method. Methods.

[57] Guan K (2009). Isolation and cultivation of stem cells from adult mouse testes. Nat. Protoc..

[58] Valli H (2014). Fluorescence- and magnetic-activated cell sorting strategies to isolate and enrich human spermatogonial stem cells. Fertil. Steril..

[59] Kim D, Landmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[60] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[61] Liao Y, Smyth GK, Shi W (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res..

[62] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[63] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[64] Korsunsky, I. et al. Fast, sensitive, and accurate integration of single cell data with Harmony. Preprint at *bioRxiv* 10.1101/461954 (2018).10.1038/s41592-019-0619-0PMC688469331740819

# Supplementary material for: Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice
**Source:** Nat Commun. 2019 Nov 15;10:5196. doi: 10.1038/s41467-019-13193-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice**

Wang *et al.*

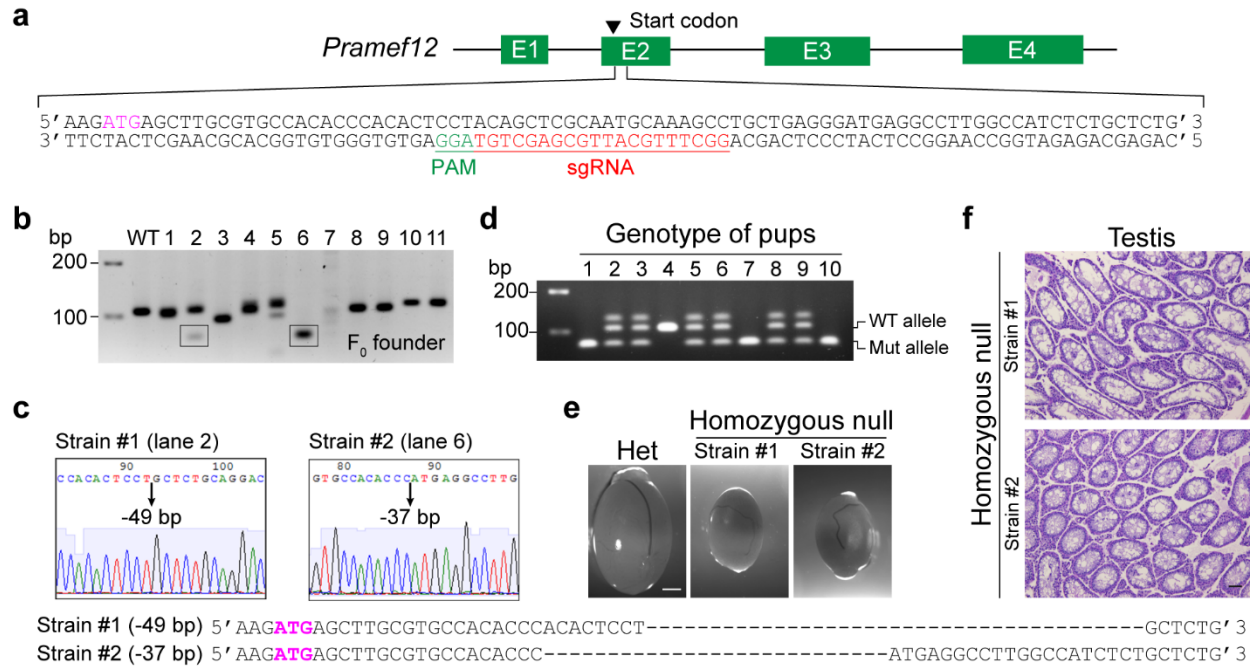

### Supplementary Figure 1 Generation of *Pramef12* null mice. **a** Exon map of the mouse

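In the GENCODE M21 annotation, *Pramef12* (ENSMUSG00000028591) spans 144391674 to 144408464 on the minus strand of chromosome 4 of GRCm38. The longer of its annotated transcripts (ENSMUST00000030326) is 2460 bases long and has 4 exons, 3 of which hold coding sequence, with 1389 coding bases. The other (ENSMUST00000123854) is 601 bases long and has 4 exons, 2 of them with coding sequence, and 397 coding bases. In the bulk testis samples, reads were counted for the gene over 2573 bases of exon, a length deposited with the counts. At P2 these counts were 156, 234 and 355 in *Pramef12* Het and 99, 45 and 66 in *Pramef12* Null testes. At P7 they were 1645, 1630 and 1384 in *Pramef12* Het and 520, 357 and 471 in *Pramef12* Null testes.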

*Pramef12* locus based on Ensembl (ENSMUSG00000028591). Exons, green; ATG start codon,

purple; AGG, the PAM (protospacer adjacent motif) sequence, green; guide RNA, red 20-nt

sequence. **b** Two *Pramef12*<sup>Null</sup> founders (lanes 2, 6) with **c** deletions (-49 bp and -37 bp) were

confirmed by DNA sequence. **d** PCR genotyping to detect WT, heterozygous and homozygous

*Pramef12*<sup>Null</sup> mice. Third band is a heteroduplex. **e** Testes from adult mice of the indicated

genotypes. Scale bar, 1 mm. **f** PAS staining of the testicular sections from homozygous strain #1

and strain #2 adult *Pramef12*<sup>Null</sup> mice. Scale bar, 50  $\mu$ m. Representative of n=3 (**e**, **f**) independent

biological replicates with similar results per condition.

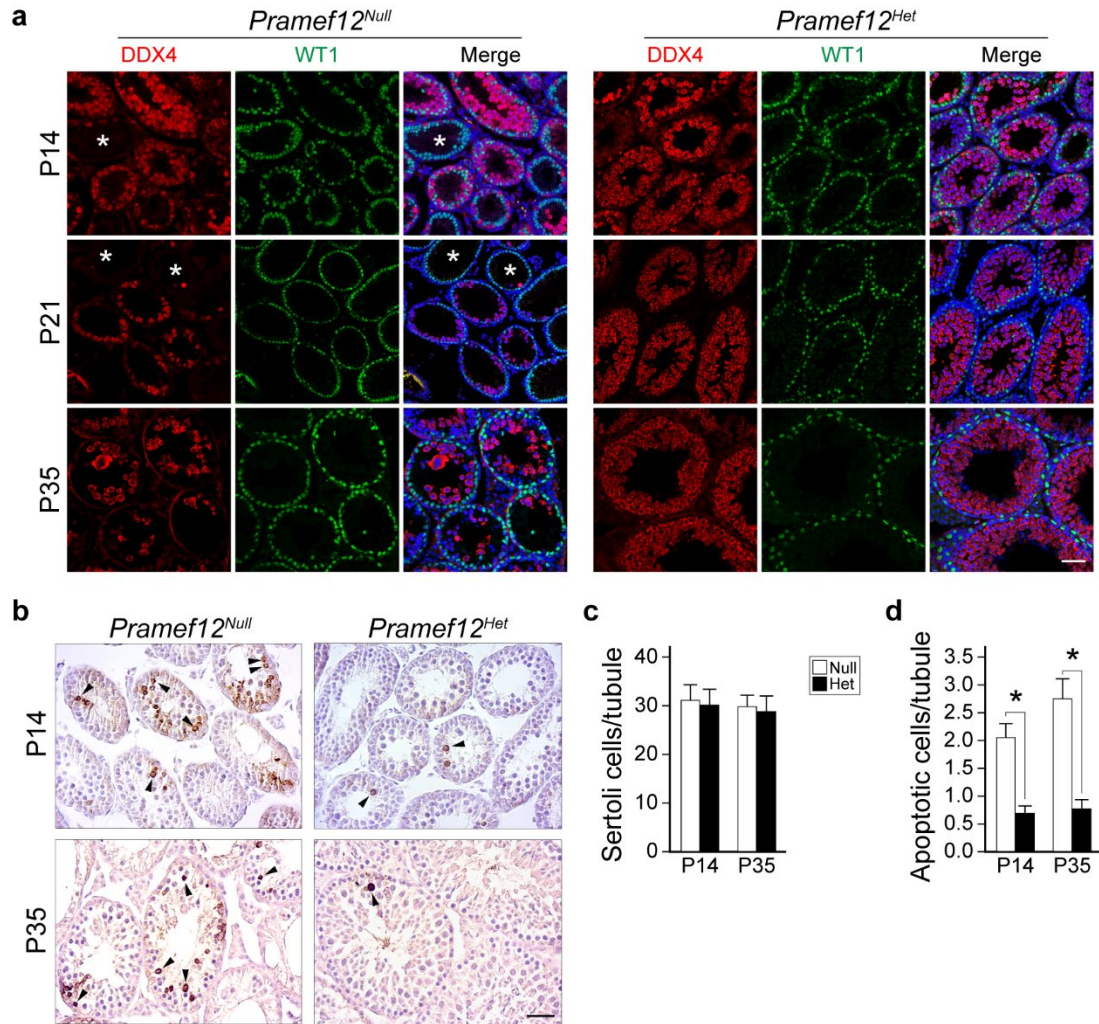

**Supplementary Figure 2** Germ cell loss and apoptosis in *Pramef12<sup>Null</sup>* mice. **a**

Immunofluorescence of testes sections from P14, P21 and P35 *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* mice after staining with antibodies to DDX4 (left) or WT1 (middle) and merged with Hoechst 33342 to detect DNA (right). The average number of DDX4-positive germ cells per tubular cross-section was significantly reduced in the *Pramef12<sup>Null</sup>* testes. Asterisks, Sertoli cell-only tubules. Scale bar, 50  $\mu$ m. **b** Cellular apoptosis was analyzed with TUNEL assay in P14 and P35 *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* testes. Arrowheads, apoptotic germ cells. Scale bar, 50  $\mu$ m. **c** Average number of Sertoli cells per tubule was quantified in P14 and P35 *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* testes. Mean  $\pm$  s.d, n=3 biologically independent samples at each age point. **d** The

number of apoptotic cells per tubule was analyzed from P14 and P35 *Pramefl12<sup>Null</sup>* and *Pramefl12<sup>Het</sup>* testes. Mean  $\pm$  s.d, n=3 biologically independent samples at each age point.  $*P=2.91\text{E-}04$  (P14) and  $*P=4.71\text{E-}10$  (P35) by two-tailed Student's t test. Representative of n=3 (**a**, **b**) independent biological replicates with similar results per condition.

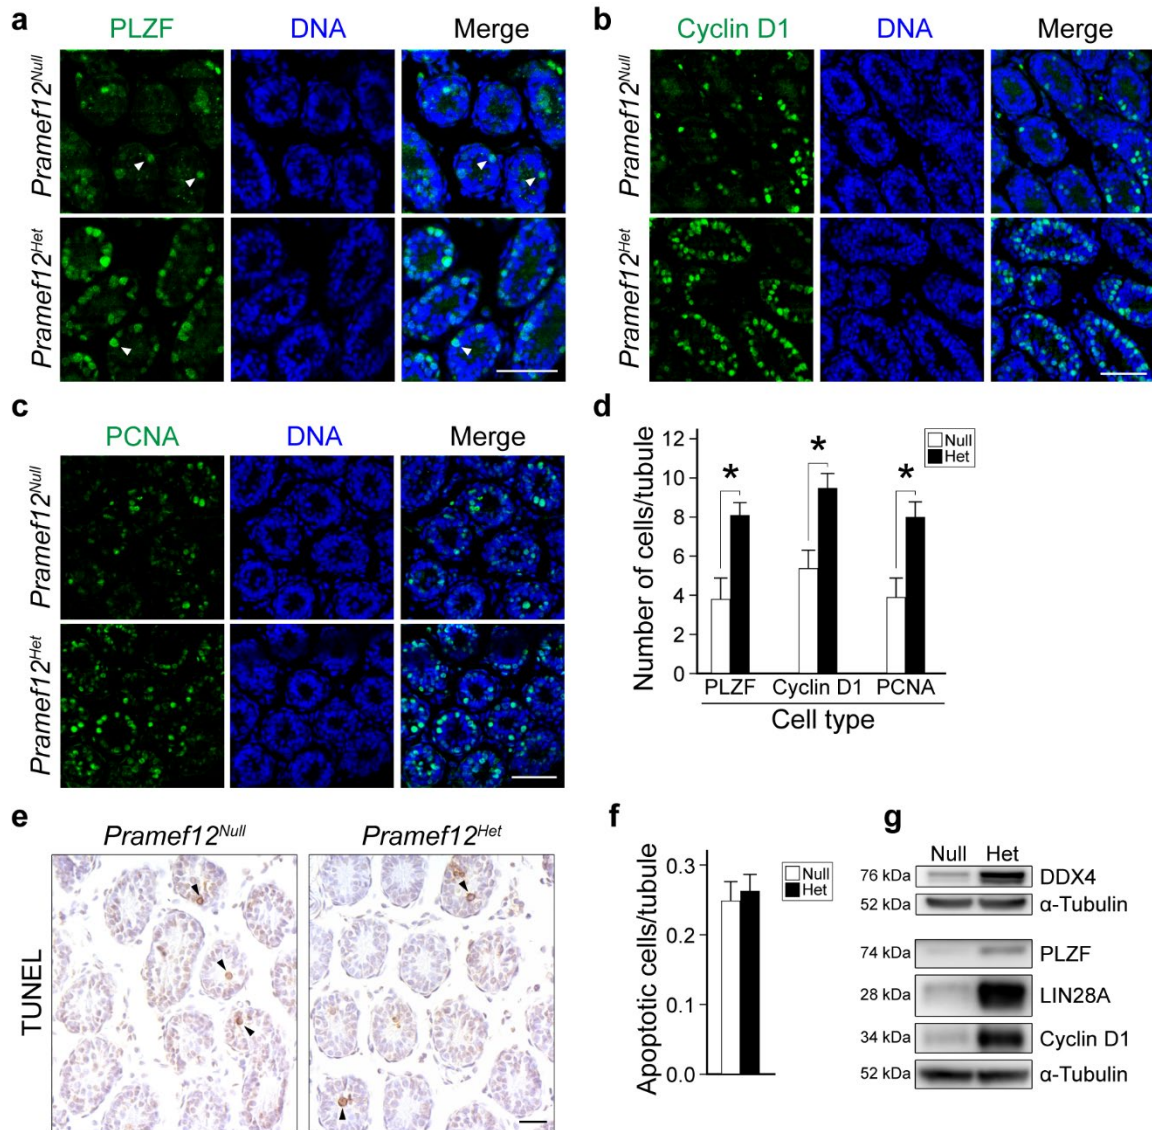

**Supplementary Figure 3** Proliferation and apoptosis of spermatogonia. **a** Immunofluorescence of testes sections from P7 *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* mice after staining with antibodies to PLZF (left) or with Hoechst 33342 to stain DNA (middle) and merged (right). Arrowheads, PLZF-positive spermatogonia. Scale bar, 50  $\mu$ m. **b** Same as **a**, but with antibodies to cyclin D1 (marker of mitosis). **c** Same as **a**, but with antibodies to PCNA (marker of proliferation). **d** Comparison of the number of PLZF-, cyclin D1- and PCNA-positive cells per seminiferous tubules of P7 *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* testes. Mean  $\pm$  s.d, n=3 biologically independent samples. \* $P=2.20\text{E-}12$  (PLZF), \* $P=3.33\text{E-}11$  (Cyclin D1) and \* $P=7.14\text{E-}09$  (PCNA) by two-

tailed Student's t test. **e** Cellular apoptosis was analyzed by TUNEL assay in P7 *Pramefl12<sup>Null</sup>* and *Pramefl12<sup>Het</sup>* testes. Arrowheads, apoptotic germ cells. Scale bar, 50  $\mu$ m. **f** Number of apoptotic cells per tubule of P7 *Pramefl12<sup>Null</sup>* and *Pramefl12<sup>Het</sup>* testes. Mean  $\pm$  s.d, n=3 biologically independent samples. **g** Immunoblot of DDX4, PLZF, Lin28a and cyclin D1 in P7 *Pramefl12<sup>Null</sup>* and *Pramefl12<sup>Het</sup>* testes using  $\alpha$ -tubulin as a load control. Representative of n=3 (**a**, **c**, **e**, **g**) independent biological replicates with similar results per condition.

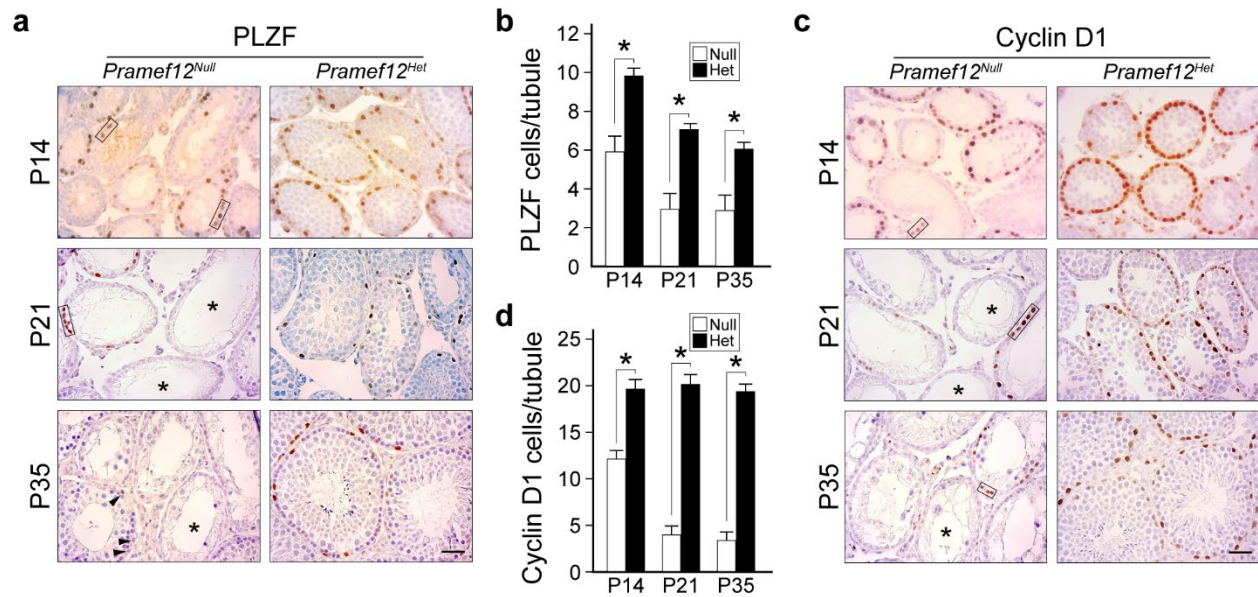

**Supplementary Figure 4** Expression patterns of PLZF and cyclin D1. **a** Immunohistochemistry of P14, P21 and P35 testes from *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* mice after staining with antibodies to PLZF and counterstaining with hematoxylin. Arrowheads, PLZF-positive spermatogonia; rectangles, PLZF-positive spermatogonia at the basement membrane; asterisks, agametic tubules. Scale bar, 50  $\mu$ m. **b** Quantitative comparison of PLZF-positive spermatogonia per tubule from P14, P21 and P35 *Pramef12<sup>Null</sup>* and *Pramef12<sup>Het</sup>* mice. Mean  $\pm$  s.d, n=3 biologically independent samples at each age point.  $*P=2.17E-17$  (P14),  $*P=2.97E-13$  (P21) and  $*P=1.55E-13$  (P35) by two-tailed Student's t test. **c** Same as **a**, but with antibodies to cyclin D1. Rectangles, cyclin D1-positive spermatogonia at the basement membrane; asterisks, agametic tubules. **d** Same as **b**, but for cyclin D1-positive spermatogonia. Mean  $\pm$  s.d, n=3 biologically independent samples at each age point.  $*P=3.68E-08$  (P14),  $*P=1.24E-18$  (P21) and  $*P=7.20E-23$  (P35) by two-tailed Student's t test. Representative of n=3 (**a**, **c**) independent biological replicates with similar results per condition.

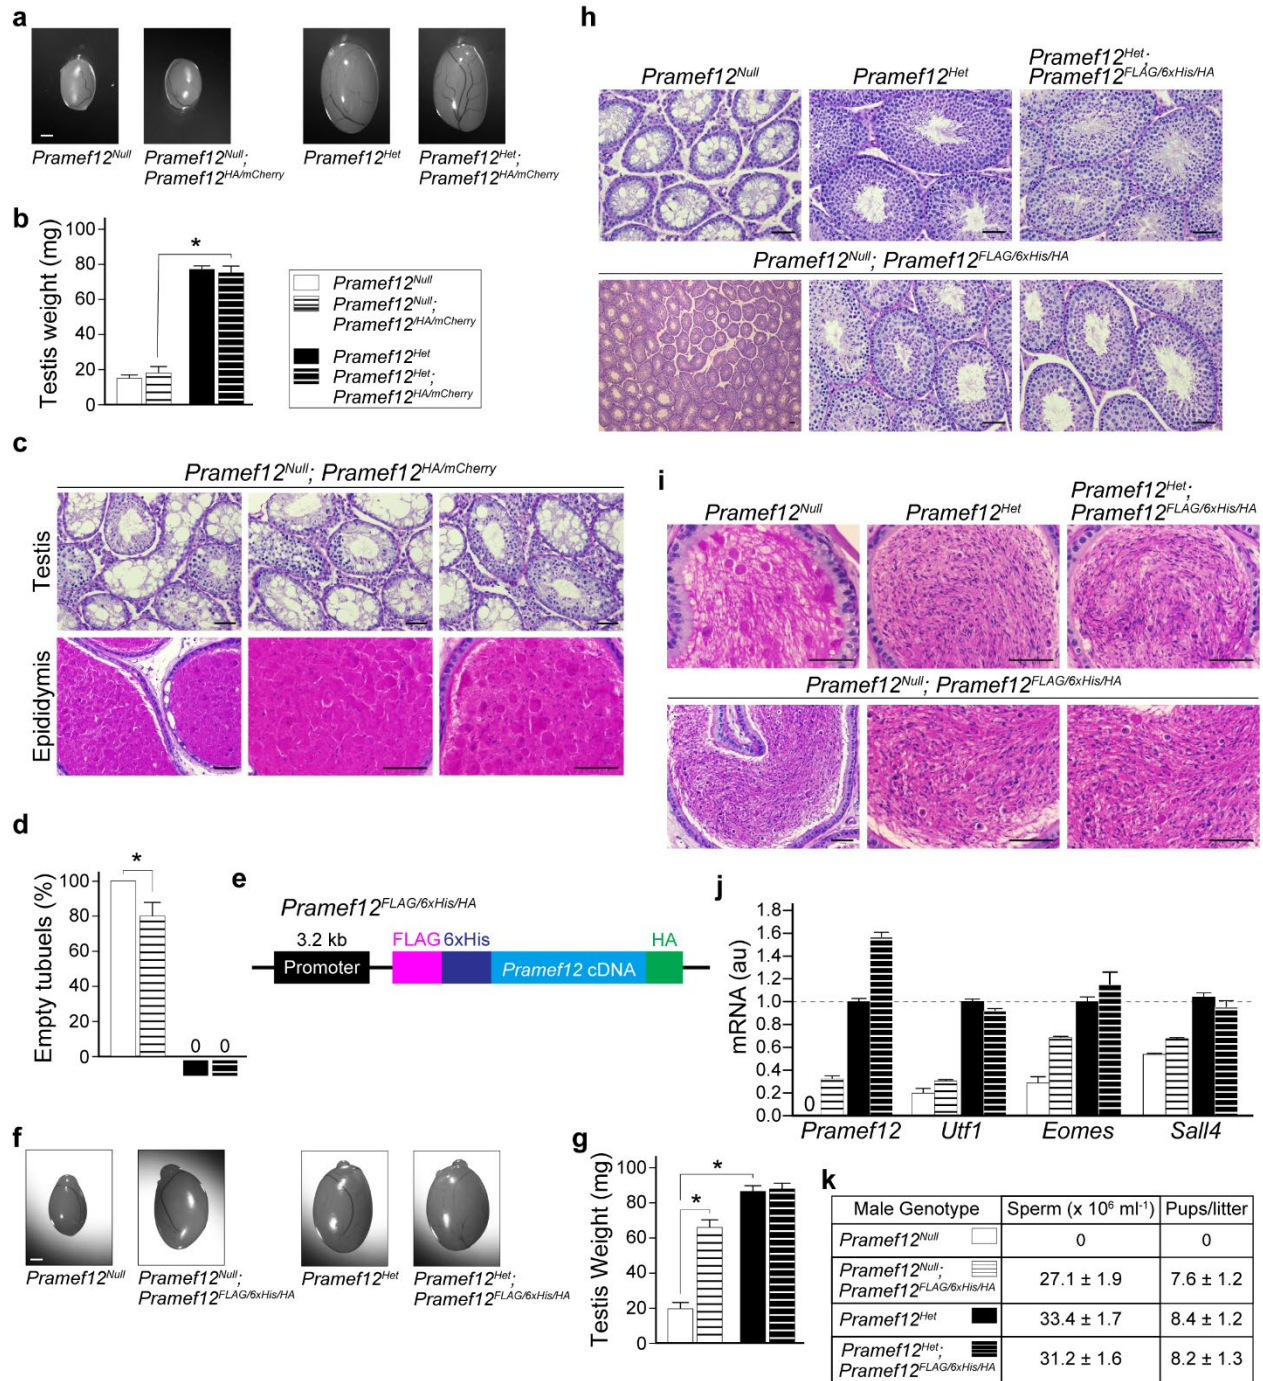

**Supplementary Figure 5** Transgenic expression of *Pramef12* restores spermatogenesis and fertility of *Pramef12*<sup>Null</sup> mice. **a** Testes from adult P90 *Pramef12*<sup>Null</sup>, *Pramef12*<sup>Null</sup>; *Pramef12*<sup>HA/mCherry</sup>; *Pramef12*<sup>Het</sup> and *Pramef12*<sup>Het</sup>; *Pramef12*<sup>HA/mCherry</sup> mice. Scale bar, 1 mm. **b** Comparison of testes weight from (a). Mean ± s.d, n=3 biologically independent samples. \**P*

=1.15E-10 by two-tailed Student's t test. **c** Adult testis (top panels) and epididymis (bottom panels) sections from *Pramefl2<sup>Null</sup>*; *Pramefl2<sup>HA/mCherry</sup>* mice stained with PAS and hematoxylin. Scale bar, 50  $\mu$ m. **d** Percentage of agametic tubules in adult *Pramefl2<sup>Null</sup>*, *Pramefl2<sup>Null</sup>*; *Pramefl2<sup>HA/mCherry</sup>*; *Pramefl2<sup>Het</sup>* and *Pramefl2<sup>Het</sup>*; *Pramefl2<sup>HA/mCherry</sup>* mice. Around 20% of tubules contain spermatogenic cells in *Pramefl2<sup>Null</sup>*; *Pramefl2<sup>HA/mCherry</sup>* testes. Graph legend in **(b)**. Mean  $\pm$  s.d, n=3 biologically independent samples. \**P*=2.96E-07 by two-tailed Student's t test. **e** Schematic representation of transgene expressing *FLAG/6xHisPramefl2<sup>HA</sup>* cDNA driven by the *Pramefl2* promoter (3.2 kb). **f** Testes of P90 adult *Pramefl2<sup>Null</sup>*, *Pramefl2<sup>Null</sup>*; *Pramefl2<sup>FLAG/6xHis/HA</sup>*; *Pramefl2<sup>Het</sup>* and *Pramefl2<sup>Het</sup>*; *Pramefl2<sup>FLAG/6xHis/HA</sup>* mice. Scale bar, 1 mm. **g** Comparison of testes weight from **(f)**. Graph legend in **(b)**. Mean  $\pm$  s.d, n=3 biologically independent samples. \**P*=2.15E-07 (low) and \**P*=8.14E-09 (high) by two-tailed Student's t test. **h** Adult testis sections from *Pramefl2<sup>Null</sup>*, *Pramefl2<sup>Het</sup>*, *Pramefl2<sup>Het</sup>*; *Pramefl2<sup>FLAG/6xHis/HA</sup>* (top) and *Pramefl2<sup>Null</sup>*; *Pramefl2<sup>FLAG/6xHis/HA</sup>* (bottom) mice stained with PAS and hematoxylin. Transgenic expression of *Pramefl2* rescued spermatogenesis in *Pramefl2<sup>Null</sup>* tubules. Scale bar, 50  $\mu$ m. **i** Same as **(h)**, but of cauda epididymides. **j** RNA abundance of *Pramefl2*, *Utl1*, *Eomes* and *Sall4* from the P7 testes with indicated genotypes. Graph legend in **(b)**. Mean  $\pm$  s.d, n=3 biologically independent replicates. **k** Sperm concentration and litter size (3 mating pairs) with indicated genotypes in which *Pramefl2<sup>Null</sup>*; *Pramefl2<sup>FLAG/6xHis/HA</sup>* males exhibited similar sperm concentration and litter sizes as *Pramefl2<sup>Het</sup>* and *Pramefl2<sup>Het</sup>*; *Pramefl2<sup>FLAG/6xHis/HA</sup>* control mice. Data are presented as mean  $\pm$  s.d for n=3 biologically independent replicates. Representative of n=3 **(a, c, f, h, i)** independent biological replicates with similar results per condition.

**a**

Summary for each sample (cleaned data)

| Samples                       | Total cell | Total UMI  | Total genes | Mean genes/cell | Median genes/cell | Mean UMI/cell | Median UMI/cell |
|-------------------------------|------------|------------|-------------|-----------------|-------------------|---------------|-----------------|
| <i>Prmef12<sup>Null</sup></i> | 4,839      | 35,373,902 | 20,561      | 2,417           | 2,153             | 7,310         | 6,172           |
| <i>Prmef12<sup>Het</sup></i>  | 5,221      | 39,529,914 | 21,027      | 2,481           | 2,092             | 7,571         | 5,846           |
| Total                         | 10,060     | 74,903,816 | 21,961      | 2,450           | 2,126             | 7,446         | 6,009           |

**b**

Summary of cell number for each cluster

| Cluster/cell type  | <i>Prmef12<sup>Het</sup></i> (cells) | Total Het cell (%) | <i>Prmef12<sup>Null</sup></i> (cells) | Total Null cell (%) |
|--------------------|--------------------------------------|--------------------|---------------------------------------|---------------------|
| Unknown 1          | 1,126                                | 21.6               | 1,204                                 | 24.9                |
| Unknown 2          | 875                                  | 16.8               | 1,043                                 | 21.6                |
| Spermatogonia      | 1,151                                | 22.1               | 656                                   | 13.6                |
| Sertoli            | 802                                  | 15.4               | 767                                   | 15.9                |
| Myoid              | 415                                  | 8.0                | 326                                   | 6.7                 |
| Leydig             | 243                                  | 4.7                | 416                                   | 8.6                 |
| Cell cycle-related | 367                                  | 7.0                | 186                                   | 3.8                 |
| Macrophage         | 212                                  | 4.1                | 200                                   | 4.1                 |
| Myoid 2            | 20                                   | 0.4                | 31                                    | 0.6                 |
| Endothelial        | 10                                   | 0.2                | 10                                    | 0.2                 |

**c**

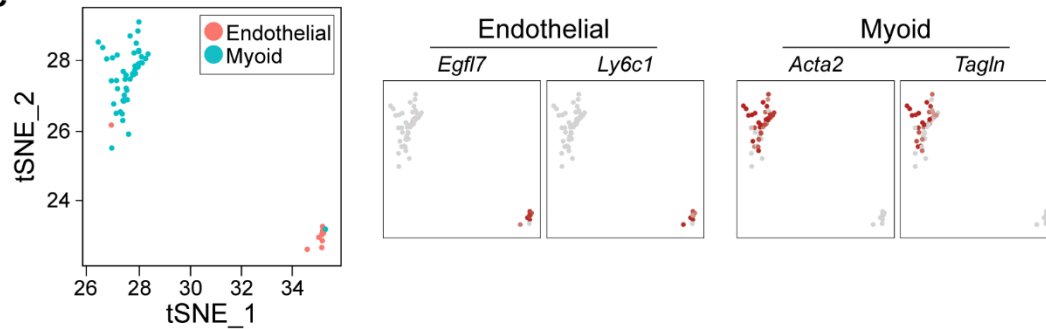

**d**

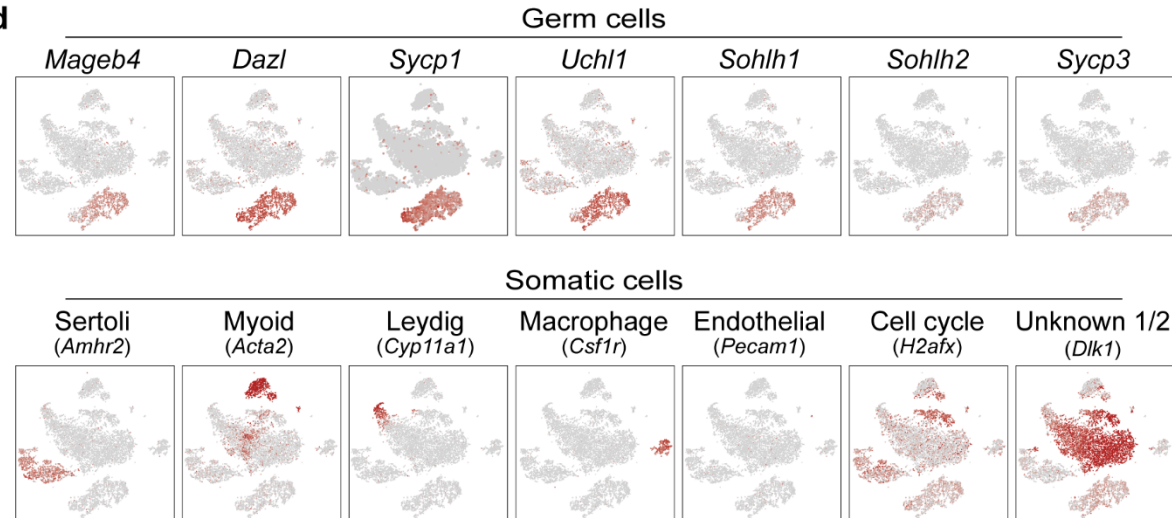

**Supplementary Figure 6** scRNA-seq profiles of P7 *Pramef12<sup>Het</sup>* and *Pramef12<sup>Null</sup>* testicular cells and cell type identification. **a** Sequencing metrics after quality control of scRNA-seq datasets. **b** Specific cell numbers of *Pramef12<sup>Het</sup>* and *Pramef12<sup>Null</sup>* testicular cells in each cluster. **c** Focused re-clustering of myoid 2 cluster cells and selected marker genes of myoid and endothelial cells on tSNE plots. **d** Gene expression patterns of additional marker genes in germ cells (top) and somatic cells (bottom) projected onto the tSNE plots.

**a** Summary of cell number in subtypes within cluster 2 (Spermatogonia)

| Cluster Subtype | <i>Pramef12</i> <sup>Het</sup> (cells) | <i>Pramef12</i> <sup>Het</sup> (% subtype) | <i>Pramef12</i> <sup>Het</sup> (% total) | <i>Pramef12</i> <sup>Null</sup> (cells) | <i>Pramef12</i> <sup>Null</sup> (% subtype) | <i>Pramef12</i> <sup>Null</sup> (% total) |
|-----------------|----------------------------------------|--------------------------------------------|------------------------------------------|-----------------------------------------|---------------------------------------------|-------------------------------------------|
| SPG1            | 255                                    | 22.2                                       | 4.9                                      | 233                                     | 35.5                                        | 4.8                                       |
| SPG2            | 128                                    | 11.0                                       | 2.4                                      | 196                                     | 29.9                                        | 4.1                                       |
| SPG3            | 514                                    | 44.7                                       | 9.8                                      | 107                                     | 16.3                                        | 2.2                                       |
| SPG4            | 256                                    | 22.2                                       | 4.9                                      | 120                                     | 18.3                                        | 2.5                                       |
| Total           | 1171                                   | NA                                         | 22.1                                     | 656                                     | NA                                          | 13.6                                      |

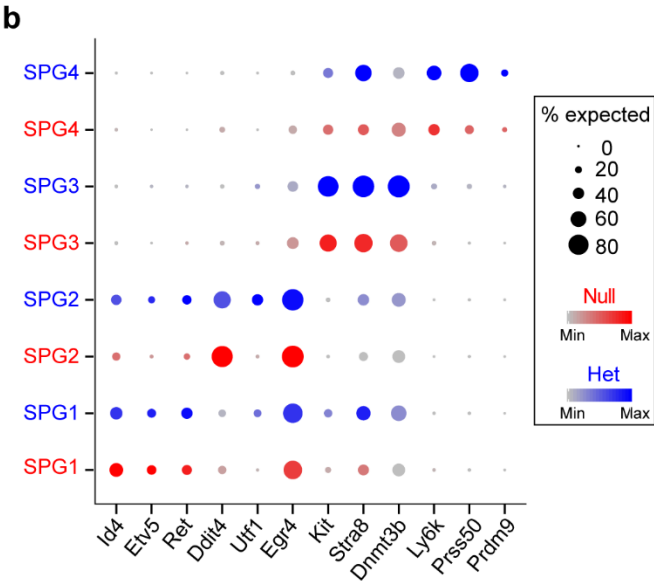

**c**

|      | Enriched GO terms                         | <i>P</i> value |
|------|-------------------------------------------|----------------|
| SPG1 | Regulation of metabolic process           | 1.68E-08       |
|      | Regulation of apoptotic process           | 1.65E-07       |
|      | Regulation of gene expression             | 1.74E-07       |
|      | Positive regulation of biological process | 3.32E-07       |
|      | Cell proliferation                        | 4.55E-07       |
| SPG2 | Translation                               | 1.01E-26       |
|      | Peptide biosynthetic process              | 9.20E-26       |
|      | Peptide metabolic process                 | 2.42E-24       |
|      | Amide biosynthetic process                | 7.88E-23       |
|      | rRNA processing                           | 1.00E-09       |
| SPG3 | Negative regulation of cellular process   | 1.41E-07       |
|      | Negative regulation of biological process | 3.98E-07       |
|      | Negative regulation of metabolic process  | 1.25E-06       |
|      | Regulation of gene expression             | 1.68E-04       |
|      | Regulation of cell proliferation          | 9.15E-04       |
| SPG4 | Cellular metabolic process                | 8.38E-20       |
|      | Cell cycle                                | 6.03E-14       |
|      | Cellular biosynthetic process             | 2.52E-09       |
|      | Cell division                             | 8.97E-08       |
|      | Meiotic cell cycle process                | 1.15E-05       |

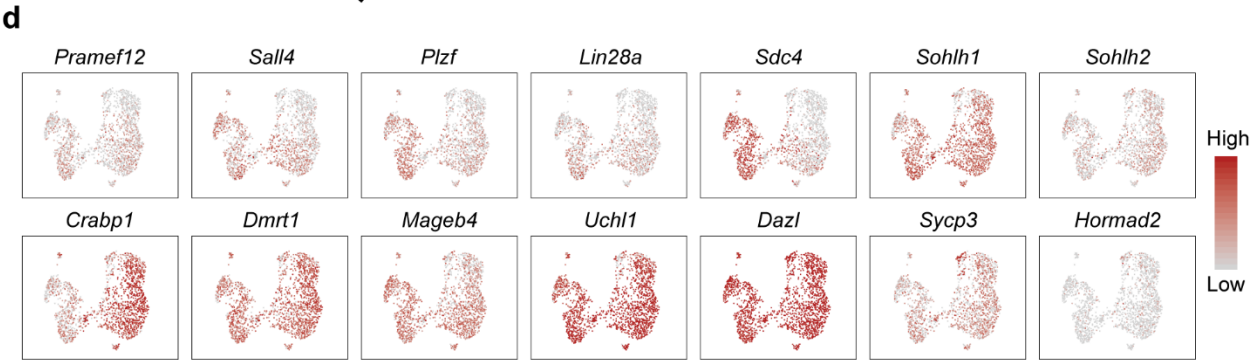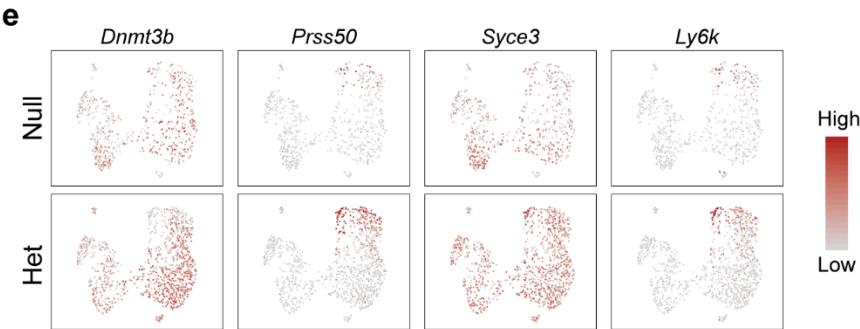

**Supplementary Figure 7** Identification of four subtypes of spermatogonia and DEGs in each subtype. **a** Summary of specific cell numbers of spermatogonia in each cluster in *Pramefl2<sup>Het</sup>* and *Pramefl2<sup>Null</sup>* testes. **b** Dot plot for expression of selected marker genes across the four SPG subtypes. **c** Enriched GO terms (top) and *P* values of the four SPG subtypes were obtained by GOrilla analysis. *P* values were directly obtained from the data by GOrilla analysis. **d** Gene expression patterns of selected spermatogonial marker genes visualized in UMAP plots. *Pramefl2*, *Sall4*, *Plzf*, *Lin28a* and *Sdc4* transcripts showing similar expression patterns in spermatogonia, were mainly expressed in SPG1, SPG2 and SPG3 cell types which correspond to undifferentiated and early differentiating spermatogonia. **e** UMAP plots of the expression patterns of selected DEGs in SPG3 and SPG4 in *Pramefl2<sup>Het</sup>* and *Pramefl2<sup>Null</sup>* samples.

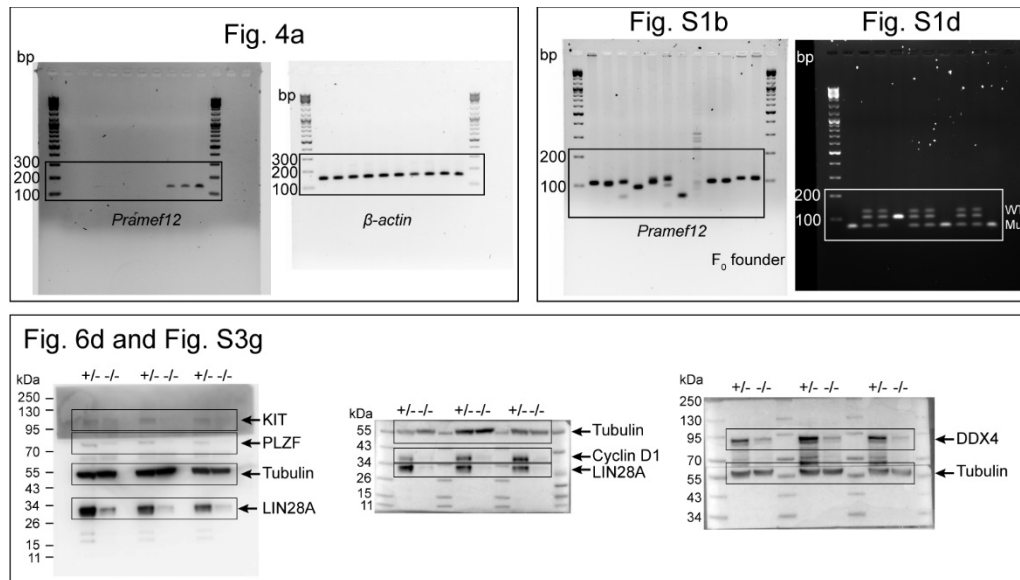

**Supplementary Figure 8** Uncropped images of PCR gels and blots. Rectangles indicate areas that were cropped for use in figures.

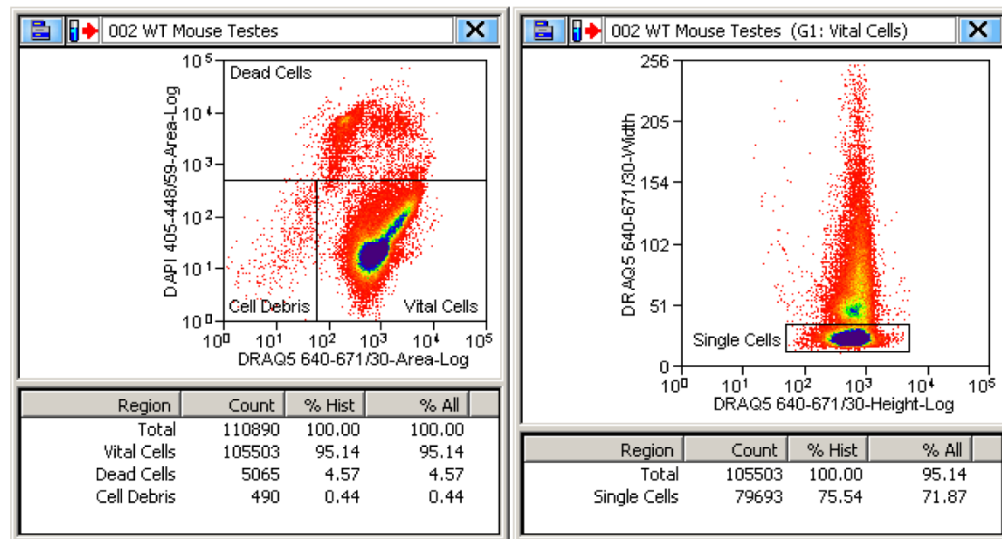

**Supplementary Figure 9** Sorting strategies for isolation vital single testicular cells. FACS plots exemplify the gating strategy that we used based on DAPI and DRAQ5 staining to exclude dead cells and debris and to sort only vital single cells based on DRAQ5 signal height versus width pulse processing.

**Supplementary Table 1** Genotyping primers for *Pramef12* null and transgenic mice.

| Gene                                     | Direction      | Primer (5'-3')         |
|------------------------------------------|----------------|------------------------|
| <i>Pramef12</i> <sup>Null</sup>          | F <sup>1</sup> | CCTTGGGCATTTTCTCAGGAT  |
|                                          | R              | TCCATGGGCAGGTCCTGCAGA  |
| <i>Pramef12</i> <sup>HA/mCherry</sup>    | F              | AACAGAACGGTCTGGTTCAGCG |
|                                          | R              | AAGGACAGCTTCAAGTAGTCGG |
| <i>Pramef12</i> <sup>FLAG/6xHis/HA</sup> | F              | AATAACCCACGACACCAGGAC  |
|                                          | R              | CGCCCACAGGAAGACATAGGA  |

<sup>1</sup>F, forward; R, reverse

**Supplementary Table 2** Primers used for RT-PCR in this study.

| Gene            | Direction      | Primers (5'-3')         |
|-----------------|----------------|-------------------------|
| <i>Pramef12</i> | F <sup>1</sup> | TACAGCTCGCAATGCAAAGC    |
|                 | R              | CCTCAGGATGTTAAGTCGTTTGT |
| <i>Utf1</i>     | F              | TGTCCCGGTGACTACGTCT     |
|                 | R              | CCCAGAAGTAGCTCCGTCTCT   |
| <i>Eomes</i>    | F              | GCGCATGTTTCCTTTCTTGAG   |
|                 | R              | GGTCGGCCAGAACCACTTC     |
| <i>Pou5f1</i>   | F              | AGAGGATCACCTTGGGGTACA   |
|                 | R              | CGAAGCGACAGATGGTGGTC    |
| <i>Lin28a</i>   | F              | TGGTGTGTTCTGTATTGGGAGT  |
|                 | R              | AGTTGTAGCACCTGTCTCCTTT  |
| <i>Sall4</i>    | F              | CCCTGGGAACTGCGATGAAG    |
|                 | R              | TCAGAGAGACTAAAGAACTCGGC |
| <i>Gfra1</i>    | F              | CACTCCTGGATTTGCTGATGT   |
|                 | R              | AGTGTGCGGTACTTGGTGC     |
| <i>Ret</i>      | F              | TTTCTCAAGGGATGCTTACTGGG |
|                 | R              | CCCGTAGGGCATGGACATAGA   |
| <i>Plzf</i>     | F              | CTGGGACTTTGTGCGATGTG    |
|                 | R              | CGGTGGAAGAGGATCTCAAACA  |
| <i>Dmrtb1</i>   | F              | AATCCTGAGAGAGAGCCGTTC   |
|                 | R              | GCCGGAAGCCTCTTTGTTGA    |
| <i>Stra8</i>    | F              | CAAAAGCCTTGGCTGTGTTA    |
|                 | R              | AAAGGTCTCCAGGCACTTCA    |
| <i>Kit</i>      | F              | GCCTGACGTGCATTGATCC     |
|                 | R              | AGTGGCCTCGGCTTTTTC      |
| <i>Sohlh1</i>   | F              | CGGGCCAATGAGGATTACAGA   |
|                 | R              | TCCTGCGTTCTCTCTCGCT     |
| <i>Lin28b</i>   | F              | GCCTTGAGTCAATACGGGTAAC  |
|                 | R              | AGGGTCTTCCCTTTAGGTCTTC  |
| <i>Rarg</i>     | F              | AAGTACACCACGAACTCCAGT   |
|                 | R              | TTCGCAAACCTCCACAATCTTGA |
| <i>Dnmt3b</i>   | F              | AGCGGGTATGAGGAGTGCAT    |
|                 | R              | GGGAGCATCCTTCGTGTCTG    |
| <i>Sohlh2</i>   | F              | GGGCAGGGCAGAGTAAATCTT   |
|                 | R              | CAAACGAGTTAGCAGCCAAAAG  |
| <i>Piwil2</i>   | F              | TTGGCCTCAAGCTCCTAGAC    |
|                 | R              | GAACATGGACACCAAACCTACA  |
| <i>Dazl</i>     | F              | ATGTCTGCCACAACCTTCTGAG  |
|                 | R              | CTGATTTCGGTTTCATCCATCCT |
| <i>Ddx4</i>     | F              | GAAGAAATCCAGAGGTTGGC    |
|                 | R              | GAAGGATCGTCTGCTGAACA    |
| <i>Btbd18</i>   | F              | GTTCTCCGGGTAGCTTTTCT    |
|                 | R              | GCTCCAAGCGTTCTGTGAAG    |

|                                 |   |                        |
|---------------------------------|---|------------------------|
| <i>Tdrd1</i>                    | F | TCTTCAACTCGTTAGGACCGC  |
|                                 | R | CCGTGGAGCAGTAGTACGTCT  |
| <i><math>\beta</math>-actin</i> | F | GGCTGTATTCCCCTCCATCG   |
|                                 | R | CCAGTTGGTAACAATGCCATGT |

<sup>1</sup>F, forward; R, reverse

**Supplementary Table 3** Antibodies used for immunohistochemistry and immunoblot.

| <b>Antibody</b>                                | <b>Company</b>               | <b>Identifier</b>                     | <b>Immuno-<br/>blot</b> | <b>Immunohisto-<br/>chemistry</b> |
|------------------------------------------------|------------------------------|---------------------------------------|-------------------------|-----------------------------------|
| Rabbit anti-DDX4                               | Abcam                        | Cat# ab13840;<br>RRID: AB_443012      | 1:1000                  | 1:200                             |
| Mouse anti-DDX4                                | Abcam                        | Cat# ab27591;<br>RRID:<br>AB_11139638 |                         | 1:200                             |
| Rabbit anti-WT1                                | Abcam                        | Cat# ab89901;<br>RRID: AB_2043201     |                         | 1:200                             |
| Rabbit anti-mCherry                            | Abcam                        | Cat#ab167453;<br>RRID: AB_2571870     |                         | 1:300                             |
| Rabbit anti-Cyclin D1                          | Abcam                        | Cat# ab134175;<br>RRID: AB_2750906    | 1:1000                  | 1:200                             |
| Goat anti-PLZF                                 | R&D Systems                  | Cat# AF2944;<br>RRID: AB_2218943      | 1:200                   | 1:200                             |
| Goat anti-KIT                                  | R&D Systems                  | Cat# AF1356;<br>RRID: AB_354750       | 1:200                   | 1:200                             |
| Goat anti-GFRA1                                | R&D Systems                  | Cat# AF560;<br>RRID: AB_2110307       |                         | 1:200                             |
| Rabbit anti-KI67                               | Cell Signaling<br>Technology | Cat# 9129;<br>RRID: AB_2687446        |                         | 1:200                             |
| Rabbit anti-Phospho-<br>Histone H2A.X (Ser139) | Cell Signaling<br>Technology | Cat# 9718;<br>RRID: AB_2118009        |                         | 1:200                             |
| Rabbit anti-LIN28A                             | Cell Signaling<br>Technology | Cat# 8641S;<br>RRID:<br>AB_10997528   | 1:1000                  |                                   |
| Mouse anti-PCNA                                | Santa Cruz                   | Cat# sc-56;<br>RRID: AB_628110        |                         | 1:500                             |
| Mouse anti-alpha Tubulin                       | Thermo Fisher<br>Scientific  | Cat# 62204;<br>RRID: AB_1965960       | 1:1000                  |                                   |
| Donkey anti-Mouse IgG,<br>Alexa Fluor 488      | Thermo Fisher<br>Scientific  | Cat# A-21202                          |                         | 1:200                             |
| Donkey anti-Rabbit IgG,<br>Alexa Fluor 594     | Thermo Fisher<br>Scientific  | Cat# A-21207                          |                         | 1:200                             |
| Donkey anti-Goat IgG,<br>Alexa Fluor 488       | Thermo Fisher<br>Scientific  | Cat# A-11055                          |                         | 1:200                             |
| Donkey anti-Goat IgG,<br>Alexa Fluor 633       | Thermo Fisher<br>Scientific  | Cat# A-21082                          |                         | 1:200                             |
| Goat anti-Mouse IgG,<br>HRP                    | Thermo Fisher<br>Scientific  | Cat# 62-6520                          | 1:5000                  |                                   |

|                              |                             |                |        |  |
|------------------------------|-----------------------------|----------------|--------|--|
| Goat anti-Rabbit IgG,<br>HRP | Thermo Fisher<br>Scientific | Cat# 31460     | 1:5000 |  |
| Donkey anti-Goat IgG,<br>HRP | Thermo Fisher<br>Scientific | Cat# PA1-28664 | 1:5000 |  |

# Supplementary material for: Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice
**Source:** Nat Commun. 2019 Nov 15;10:5196. doi: 10.1038/s41467-019-13193-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Identification of cell types in juvenile testes. Combined P7 Pramef12Het and Pramef12Null testicular cells were divided into 9 subtypes according to marker genes. Differentially expressed genes were shown in each cluster.

File Name: Supplementary Data 2

Description: Identification of spermatogonial states. Re-clustering of P7 Pramef12Het and Pramef12Null spermatogonial cells. Spermatogonia were divided into 4 subtypes. Differentially expressed genes were shown for each subtype.

File Name: Supplementary Data 3

Description: Transcriptome differences between Pramef12Null and Pramef12Het cells. Differentially expressed genes between Pramef12Null and Pramef12Het cells were shown for each subtype.

# Supplementary material for: Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice
**Source:** Nat Commun. 2019 Nov 15;10:5196. doi: 10.1038/s41467-019-13193-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The qRT-PCR data: iTaq Universal SYBR Green Supermix (Bio-Rad) and QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific).  
The immunoblot data: PXi Touch (SYNGENE) or Hyperfilm ECL (GE Healthcare).  
The flow cytometric data: MoFlo Astrios EQ high speed cell sorter (Beckman Coulter).  
The Image data: Bright field images were obtained with an inverted microscope (AxioPlan 2; Carl Zeiss) and fluorescent images were captured with a confocal microscope (LSM 780; Carl Zeiss).

#### Data analysis

Statistical analysis: Sigmaplot software (v 12.0).  
Image data analysis: ImageJ (V1.51t, NIH) and Adobe Photoshop CC 2019.  
qRT-PCR analysis: The relative abundance of each transcript was calculated by the 2<sup>-ΔΔCt</sup> normalized to endogenous actinb expression.  
Flow data analysis: Summit software V6.3.016900 (Beckman Coulter).  
RNA-seq analysis: Raw sequence reads were trimmed with cutadapt v1.16 to remove any adapters while performing light quality trimming using parameters “-q 20 -a AGATCGGAAGAGC --minimum-length 25”. Trimmed reads were mapped to the mm10 reference genome using HISAT v2.1.0 with default parameters and multimapping reads were filtered using SAMtools v1.7. Uniquely aligned reads were then mapped to gene features using subread featureCounts v1.6.1 with default parameters. Differential expression between groups of samples was tested in R v3.4.1 with DESeq2 v1.18.1.  
scRNA-seq analysis: Raw read processing was carried out using the Cell Ranger Single-Cell Software Suite (version 3.0.0, 10X Genomics Inc., CA). Briefly, the demultiplexed FASTQ files (26bp Cell barcode and UMI Read1, 8bp i7 index, and 100bp Read2) were generated using the CellRanger mkfastq command. The primary data analyses which included alignment, filtering, barcode counting and UMI quantification for determining gene transcript counts per cell (generated a gene-barcode matrix), quality control, clustering and statistical analysis were performed using CellRanger count command. Gene positions were annotated using Ensembl build 93 and filtered for biotype (only protein-coding, long intergenic non-coding RNA, antisense, immunoglobulin or T-cell receptor).  
Gene Ontology analysis: Gene Ontology enRiChment anaLysis and visualiZAtion tool (GORILLA) software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession number for the sequencing data reported in this study has been deposited in the Gene Expression Omnibus website with accession code GSE117708. This data is publicly available upon publication of the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Each sample or experimental/biological replicate (n) represented one animal or a single testis from one animal (as noted in the text). At least n=3 biological samples/replicates were collected/performed for each experiment, which is sufficient for statistical analysis. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                        |
| Replication     | Experimental measurements were replicated at least three times. Reproducibility was ensured by each replicate per condition.                                                                                                                                                  |
| Randomization   | Mice were randomly allocated to experimental groups respective of their genotype.                                                                                                                                                                                             |
| Blinding        | Blinding was not necessary for this study because the null mutation displayed a distinct phenotype.                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Rabbit anti-DDX4 (Cat# ab13840; RRID: AB\_443012), Mouse anti-DDX4 (Cat# ab27591; RRID: AB\_11139638), Rabbit anti-WT1 (Cat# ab89901; RRID: AB\_2043201), Rabbit anti-mCherry (Cat# ab167453; RRID: AB\_2571870), Rabbit anti-Cyclin D1 (Cat# ab134175; RRID: AB\_2750906) were purchased from Abcam. Goat anti-PLZF (Cat# AF2944; RRID: AB\_2218943), Goat anti-KIT (Cat# AF1356; RRID: AB\_354750), Goat anti-GFRA1 (Cat# AF560; RRID: AB\_2110307) were purchased from R&D Systems. Rabbit anti-KI67 (Cat# 9129; RRID: AB\_2687446), Rabbit anti-Phospho-Histone H2A.X (Ser139) (Cat# 9718; RRID: AB\_2118009), Rabbit anti-LIN28A (Cat# 8641S; RRID: AB\_10997528) were purchased from Cell Signaling Technology. Mouse anti-PCNA (Cat# sc-56; RRID: AB\_628110) was purchased from Santa Cruz. Mouse anti-alpha Tubulin (Cat# 62204; RRID: AB\_1965960), Donkey anti-Mouse IgG, Alexa Fluor 488 (Cat# A-21202), Donkey anti-Rabbit IgG, Alexa Fluor 594 (Cat# A-21207), Donkey anti-Goat IgG, Alexa Fluor 488 (Cat# A-11055), Donkey anti-Goat IgG, Alexa Fluor 633 (Cat# A-21082), Goat anti-Mouse IgG, HRP (Cat# 62-6520), Goat anti-Rabbit IgG, HRP (Cat# 31460), Donkey anti-Goat IgG, HRP (Cat# PA1-28664) were purchased from Thermo Fisher Scientific.

### Validation

Commercial antibodies were validated by the manufacturers and the statements could be found on the manufactures' websites.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice used in this study were a mixed B6D2F1 (C57LB/6 × DBA2) background. Postnatal day 2 (P2), P7, P10, P14, P21, P35, P48, P60, P75, P90 Pramef12 heterozygous (Pramef12+/-) and Pramef12 null (Pramef12 -/-) male mice, and adult (2-3 months old) Pramef12HA/mCherry and Pramef12FLAG/6xHis/HA transgenic male mice were used in the experiments. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animal studies were performed in accordance with guidelines of the Animal Care and Use Committee of the National Institutes of Health under a Division of Intramural Research, NIDDK approved animal study protocol.                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Single cells were isolated according to published protocols with minor modifications. Briefly, P7 Pramef12Null and Pramef12Het testes were collected and de-capsulated in Hank's Balanced Salt Solution (HBSS, Gibco). Testicular tubules were digested in 15 ml conical tube containing 5 ml (1 mg ml <sup>-1</sup> ) of collagenase (Type IV, Sigma Aldrich)/DNase I (Sigma Aldrich) solution in HBSS at 37 °C with gentle agitation for 15 min. The dispersed tubules were then digested with 0.25% trypsin/EDTA and DNase I at 37 °C with gentle agitation for 7 min. When most of the cells were dispersed, trypsin was neutralized by adding 20% fetal bovine serum (FBS). The cell suspensions were filtered through a pre-wetted 70 um cell strainer (Corning) and were pelleted by centrifugation at 300 x g for 5 min. The cell pellets were resuspended in HBSS with 15% FBS at a concentration of 1×10 <sup>6</sup> cells ml <sup>-1</sup> . |
| Instrument                | MoFlo Astrios EQ high speed cell sorter (Beckman Coulter).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                  | Summit software V6.3.016900 (Beckman Coulter).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | 1×10 <sup>6</sup> live and single cells were obtained from control and mutant testicular cells, respectively.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | Cells were stained with 1 ug ml <sup>-1</sup> DAPI to exclude dead cells and stained with DRAQ5 dye (Thermo Fisher Scientific) to quantify DNA content.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

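Bulk testis RNA from *Pramef12* Null and *Pramef12* Het mice was sequenced at P2 and P7, with 3 samples in each of the 4 groups. The authors trimmed the reads with cutadapt, aligned them to the mouse genome (mm10, GRCm38) with HISAT, removed reads with more than a single alignment with SAMtools and counted reads per gene with featureCounts, without regard to strand. The authors deposited the result as raw counts, whole numbers without normalization, for 49585 genes in each of the 12 samples. Gene symbols came from the GENCODE M21 annotation of GRCm38, in which 49326 of the gene identifiers were found and 259 were not. Gene positions and exon lengths were those deposited with the counts. The genotype, the age and the number of each sample were taken from its labels. The single-cell data were not analysed here, apart from the marker genes of Supplementary Data 1 and the gene lists of Supplementary Data 3. Real-time RT-PCR, histology and the gene ontology enrichment were not analysed here.

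Total counts per sample lay between 14438781 and 21043245, with a median of 18046858. For a gene with few counts, the precision is limited by counting as well as by the spread between animals, and the test models both. Libraries of the same group differed more than counting error allows, with a chi-square per degree of freedom between 6.21 and 12.7 over the 12 pairs of samples of a group, so no library is a copy of another of its group. Pairs across groups were not compared in this way.

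The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3. Each age was fitted alone. Genes were kept by edgeR's filterByExpr for the genotype groups (minimum count 10, minimum total count 15), library sizes were normalized by TMM, and *Pramef12* Null was compared with *Pramef12* Het by the two-sided quasi-likelihood test (glmQLFit and glmQLFTest). P values were adjusted by the Benjamini-Hochberg method, and the threshold was the paper's adjusted P below 0.1. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. The difference between the effects at P2 and P7 was tested as the interaction of age and genotype in a single edgeR fit of all 12 samples. Overlaps and shares of genes were tested by Fisher's exact test, two-sided, with the genes tested in all the fits concerned as background. Groups of marker genes were compared by the median of their log2 fold changes, by an exact two-sided permutation test on the mean log2 CPM per sample, and by the rotation test fry of limma. Levels are CPM with TMM library sizes of the age, as mean and SD of 3 samples. A replicate number in the labels was tried as a block, and the pairing it implies was checked by correlating the samples across genes.

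The tests were checked on simulated data made from the deposited counts, with 200 genes changed at known sizes. At P2 edgeR recovered 146 of the 200 with 17 false calls among 163, with the replicate block 143 with 28 false calls among 171, and DESeq2 142 with 27 false calls among 169. At P7 edgeR recovered 136 with 23 false calls among 159, with the block 140 with 34 among 174, and DESeq2 144 with 57 among 201. The interaction test recovered 162 of 200 with 19 false calls among 181. There the changed genes differed by 2 on the log2 scale at P7 only, so recovery of smaller differences was not measured. The simulated counts held no effect shared by same-numbered samples, so they do not test the block on paired samples.

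The genes named in the text are all those the paper names for bulk RNA-seq in its text or in Fig. 7. To these were added, at each age, the 5 genes with the largest rise and the 5 with the largest fall. They had to have adjusted P below 0.1, at least 10 counts on average over the 6 samples and no overlap between the *Pramef12* Null and *Pramef12* Het samples. Up to 5 changed genes within 20 Mb of *Pramef12* at P2 were added as well. Marker genes were taken from Supplementary Data 1 with an adjusted p below 0.05, a fold change of at least 2.5 and detection in over 10% of the cells, passing for a single cluster only. Markers of the spermatogonial subtypes SPG1 to SPG4 were the genes of Supplementary Data 2 with an adjusted p below 0.05 and a higher level in a single subtype. Sequence shared between genes was measured as the share of the 50-base windows of a gene's annotated transcripts that occur in transcripts of another gene.

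The alternatives were DESeq2 on the samples of each age with and without shrunken fold changes, DESeq2 fitted on all 12 samples, size factors of the DESeq2 type in edgeR, scaling on Sertoli marker genes, no filter on low counts, at least 10 counts in every sample, a single edgeR fit of all 12 samples, the replicate block, adjusted P below 0.05, and each sample left out in turn. DESeq2 with shrunken fold changes on all 12 samples was added after the data had been seen.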

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

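The 3 tests of *Padi3* itself, of its neighbours and of sequence shared with other genes were chosen only after its result had been seen, and the test on other splits of the samples was set beforehand.

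The effect of the genotype differed between P2 and P7 for 90 of 17494 genes (interaction in edgeR, adjusted P below 0.1), and for 2330 genes at an unadjusted p under 0.05. Of the 90, 85 had a more negative effect at P7 and 5 a more positive one, and 32 had effects of opposite sign at the 2 ages. Of the 90, 85 were downregulated in the fit of the P7 samples alone. Other splits of the samples that part every same-numbered pair were compared, 32 in all, and 8 gave as many genes as the real split, the real one included. All 8 kept the real grouping at P7. The 7 others of these gave between 319 and 3034 genes, and the 24 splits without the real P7 grouping gave 0 genes (between 252 and 957 at an unadjusted p under 0.05). With the P7 grouping kept, the count was lowest, 90, for the real labels and highest, 3034, when *Pramef12* Null and *Pramef12* Het were exchanged at P2 only. The count therefore depends on the effect at P7 and on the direction of the effect at P2 relative to it. It does not by itself show that P2 and P7 differ in more than the size of the effect. The ratio of *Pramef12* Null to *Pramef12* Het library totals was 1.17 at P2 and 0.968 at P7, with overlapping totals at both ages. The paper reports fewer germ cells in *Pramef12* Null testes at P7 and normal numbers at P2. A smaller share of germ cells in older *Pramef12* Null testes may contribute, as a biological explanation in terms of cell numbers. At P7, 52 of the 69 spermatogonia markers and 0 of the 115 Sertoli markers were downregulated. Among the 90 genes themselves, only 2 are spermatogonia markers and 0 are Sertoli markers, so the marker tallies do not test this explanation for the 90. Of the 2221 genes downregulated at P7, 691 kept their call when the samples were scaled on spermatogonia markers, but this scaling keeps the larger falls whatever their cause and cannot tell the explanations apart.

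*Padi3* had the smallest interaction p of all genes. Its log2 fold change was 1.00 at P2 (standard error 0.13, adjusted p = 0.0781 from edgeR) and -0.69 at P7 (standard error 0.15, adjusted p = 0.0222 from edgeR). The difference was -1.69 (standard error 0.21, adjusted p = 0.0312 from edgeR). Raw counts were 112, 106 and 106 in *Pramef12* Het and 246, 298 and 213 in *Pramef12* Null testes at P2, and 368, 319 and 357 against 291, 181 and 155 at P7, so all 3 *Pramef12* Null samples lay on the same side of all 3 *Pramef12* Het samples at each age. *Padi3* lies 3.58 Mb from *Pramef12* on chromosome 4. The mice had a mixed background of 2 strains, so a strain variant linked to the edited locus could travel with the genotype. A variant acting in a single direction would give the same sign at both ages, and the P7 value of -0.69 has the opposite sign, but a variant whose effect changes with age was not excluded. Of the 31 other genes tested within 1 Mb of *Padi3*, 0 changed at P2 (largest rise 0.66, and 3 at an unadjusted p under 0.05), which says little, since only 7 of 16531 genes changed at P2. Without a filter on low counts, *Pax7*, *Padi2* and *Spata21* of these neighbours were called at P2. Their log2 fold changes with the filter were -1.30, -0.45 and 0.66, so they do not share a direction. At P7, 4 of the 31 changed, and 4 were above 0 at P2 and below 0 at P7. The median log2 fold change of the 31 at P2 was -0.022, so a rise of the whole neighbourhood is not seen, while a variant acting on *Padi3* alone would not show in this test. With each sample left out in turn, *Padi3* passed in 0 of 6 fits at P2 (log2 fold change 0.89 to 1.09) and in 6 of 6 at P7. At P2 with all samples kept, *Padi3* passed with the replicate block (adjusted p = 0.0260 from edgeR). It also passed with DESeq2 on the 6 P2 samples (adjusted p = 2.8e-05). Sequence shared with other genes covered 0.769% of the 50-base windows of *Padi3*. Library size (1.17 and 0.968) has overlapping totals. The pattern cannot be told apart from a linked strain variant, and a response of *Padi3* to the loss of *Pramef12* that depends on age remains a hypothesis.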

How the results depend on the processing

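All alternatives named here were set before the data were examined, except DESeq2 with shrunken fold changes on all 12 samples, which was chosen after seeing the data. The cause of each change below was not tested.

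At P2, 1 gene was upregulated and 6 were downregulated, and 6 were downregulated at both ages. DESeq2 on the samples of each age gave 14, 62 and 55, the same 14, 62 and 55 with shrunken fold changes, and 11, 70 and 68 on all 12 samples (11, 67 and 65 with shrunken fold changes on all 12). Without a filter the numbers were 60, 165 and 130, and with the replicate block 3, 30 and 27. Scaling on Sertoli markers gave 13 downregulated genes and 13 at both ages. At adjusted P below 0.05, 0 genes were upregulated at P2, against 369 at an unadjusted p under 0.05. Across the 6 P2 fits without a sample, 0 to 1 genes were upregulated at P2 (between 271 and 530 at an unadjusted p under 0.05, and *Padi3* passed in none of them), 1 to 4 were downregulated, and 1 to 6 were downregulated at both ages across 12 fits.

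At P7, 1247 genes were upregulated and 2221 downregulated. Scaling on Sertoli markers gave 102 and 7936, the replicate block 2142 upregulated genes, and adjusted P below 0.05 gave 639 upregulated genes. Leaving out each sample in turn gave 471 to 1073 upregulated and 1216 to 2107 downregulated genes.

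The 90 genes whose effect differed between the ages became 418 with DESeq2, 1492 with Sertoli scaling, 502 without a filter, 139 with at least 10 counts in every sample, 463 with the replicate block and 10 at adjusted P below 0.05. They ran from 0 to 202 across the 12 fits that each left out a sample (between 1860 and 2548 at an unadjusted p under 0.05). The 1 changed gene within 20 Mb of *Pramef12* at P2 became 2 with DESeq2 on each age, with shrunken fold changes, on all 12 samples with or without shrinkage, and with the replicate block. It became 10 without a filter and 0 at adjusted P below 0.05, and 0 to 0 when a sample was left out. At an unadjusted p under 0.05 there were 34 such genes, and between 23 and 44 when a sample was left out.

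The median log2 fold change of the spermatogonia markers at P2 stayed between -0.17 and -0.05 with a sample left out. At P7 it moved from -0.37 to -0.65 with Sertoli scaling and stayed between -0.42 and -0.35 with a sample left out. The median of the Sertoli markers at P7, 0.28, became -0.0065 with Sertoli scaling, which the scaling fixes in advance, and ran from 0.25 to 0.30 with a sample left out.

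Of the log2 fold changes of single named genes, 510 of 608 values at P2 under the alternatives with all replicates kept their direction and their side of the threshold, 3 became weaker, 87 stronger and 8 reversed. At P7 608 of 637 kept them, 15 became weaker and 14 stronger. With a sample left out, 356 of 408 at P2 and 361 of 432 at P7 kept them, 31 and 68 became weaker, 2 and 3 stronger, and 19 reversed at P2. With at least 10 counts in every sample, 125 of the 140 values of named genes could be computed and the others gave none. At P2, with Sertoli scaling, the reversed values were *Aspm* (-0.049), *Kat6a* (-0.045), *Klf10* (-0.043), *Mapk8* (-0.057), *Med24* (-0.011) and *Srrt* (-0.033), and with DESeq2 *Smc3* (8.3e-04, and 6.7e-04 with shrunken fold changes). With a sample left out at P2 the values ran from -0.037 to 0.089 for *Aspm*, from -1.06 to 0.14 for *Cyp11b1*, from -0.22 to 0.10 for *Dll1*, from -0.88 to 0.53 for *Dmrtb1*, from -0.18 to 0.75 for *Gm14038* and from -0.19 to 0.0014 for *Gnl3*. They ran from -0.032 to 0.062 for *Kat6a*, from -0.021 to 0.060 for *Mapk8*, from -0.13 to 0.0092 for *Mcph1*, from -0.15 to 0.019 for *Prdm16*, from -0.23 to 0.072 for *Rarg*, from -0.37 to 0.050 for *Rnf17* and from -0.078 to 0.044 for *Smc3*.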

Differences from the paper's values

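With edgeR on the 6 P2 samples, 1 gene was upregulated against the paper's 11, and 6 were downregulated against the paper's 70. At both ages 6 genes were downregulated against the paper's 68. Among the alternatives set before the data were examined, DESeq2 on the 6 samples of each age (14, 62 and 55, with or without shrunken fold changes) and DESeq2 fitted on all 12 samples (11, 70 and 68) came within 1.5 times the paper's values for all 3. The others did not for any of them: size factors of the DESeq2 type in edgeR, scaling on Sertoli markers, no filter, at least 10 counts in every sample, a single edgeR fit of all 12 samples, the replicate block, adjusted P below 0.05, and the fits without a sample. DESeq2 with shrunken fold changes on all 12 samples, chosen after seeing the values, gave 11, 67 and 65. At P7 the 1247 upregulated and 2221 downregulated genes lie within 1.5 times the paper's 1599 and 2147.

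For the log2 fold changes of single genes, values in parentheses are those of edgeR against the paper's, the latter read by eye. Differences were set against the edgeR standard error of the gene, without an error for the reading. Both analyses use the same samples, so this is a yardstick and not a test. At P2, 13 of the 16 genes drawn in Fig. 7c differed by more than this standard error, and all 13 fell further here. They were *Pramef12* (-1.99 against about -1.2), *Utf1* (-1.65 against about -0.98), *Sall1* (-1.74 against about -0.93), *Ascl2* (-1.53 against about -0.90), *Lin28a* (-1.35 against about -0.81), *Pou5f1* (-1.14 against about -0.78), *Plzf* (-1.07 against about -0.74), *Esrrb* (-1.09 against about -0.73), *Cdh1* (-1.04 against about -0.70), *Sall4* (-0.59 against about -0.46), *Stra8* (-2.14 against about -0.85), *Sox3* (-1.14 against about -0.73) and *Piwil2* (-0.65 against about -0.50), all as about that value in Fig. 7c, read by eye. At P7, 10 of the 32 genes drawn in Fig. 7g differed, and all 10 fell further here. They were *Ascl2* (-2.83 against about -2.3), *Esrrb* (-2.73 against about -1.8), *Pou5f1* (-2.04 against about -1.6), *Sall1* (-1.63 against about -1.2), *Lin28a* (-1.47 against about -1.2), *Utf1* (-2.46 against about -1.7), *Pramef12* (-1.72 against about -1.4), *Eomes* (-1.84 against about -1.2), *Dmrtb1* (-2.53 against about -1.5) and *Stra8* (-1.79 against about -1.2), all as about that value in Fig. 7g, read by eye. All 16 and all 32 genes have the same sign here and in the paper.

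With DESeq2 and shrunken fold changes on the samples of each age, an alternative set before the data were examined, the differences closed for 3 of the 13 genes at P2, *Plzf* (-0.64), *Sall4* (-0.41) and *Piwil2* (-0.52), and for 1 of the 10 at P7, *Pramef12* (-1.47). Leaving out a single sample closed them for *Pou5f1*, *Plzf*, *Esrrb*, *Cdh1* and *Sall4* at P2 and for *Pou5f1*, *Sall1*, *Lin28a*, *Eomes* and *Stra8* at P7. For *Pou5f1* and *Plzf* at P2 it was *Pramef12* Null sample 2, for *Esrrb* *Pramef12* Het sample 1, and for *Cdh1* and *Sall4* *Pramef12* Het sample 2 or *Pramef12* Null sample 3. At P7 it was *Pramef12* Het sample 4 for *Pou5f1*, *Pramef12* Null sample 5 for *Sall1* and *Stra8*, *Pramef12* Het or *Pramef12* Null sample 6 for *Eomes*, and *Pramef12* Het sample 4 or 5 or *Pramef12* Null sample 5 or 6 for *Lin28a*. No other alternative set before the data were examined closed a gene at either age, and with at least 10 counts in every sample only 7 of the 10 P7 genes had a value. DESeq2 with shrunken fold changes on all 12 samples, chosen after seeing the values, closed 10 of the 13 at P2, all but *Utf1* (-1.25), *Plzf* (-0.89) and *Piwil2* (-0.62), and 10 of the 10 at P7.

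The paper lists 19 genes as significantly lower in P2 *Pramef12* Null testes, counting *Pramef12* in Fig. 7c. Of these, 16 had an edgeR adjusted P of 0.1 or more here, from 0.112 for *Stra8* to 0.459 for *Gfra1*, all 16 with a log2 fold change below 0. Of the 19, 3 passed with edgeR, 12 with the replicate block (the pairing is taken from the labels, and same-numbered samples correlated at 0.18 on average at P2), 17 with DESeq2 on the 6 P2 samples and all 19 with DESeq2 on all 12 samples. At P7 *Dll1* (adjusted p = 0.134), *Kat6a* (adjusted p = 0.111) and *Srrt* (adjusted p = 0.151), which the paper draws among the downregulated genes, did not pass with edgeR (log2 fold changes -0.88, -0.18 and -0.13). With the replicate block, all 3 passed (adjusted p = 0.0532, 0.0266 and 0.0977 from edgeR, same-numbered samples correlating at 0.22 on average at P7), as they did with DESeq2 on all 12 samples (adjusted p = 0.0705, 0.0836 and 0.0916).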

Other observations

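The tests on the opposition to the age effect, on the replicate 6 samples, on *Pramef12* against the other markers and on the lists of Supplementary Data 3 were chosen only after the results had been seen, and the others were set beforehand.

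The number of genes changed at P2 was compared with other splits of the 6 samples. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes as the real split, the real one, with 7 genes and 999 at an unadjusted p under 0.05. The other 3 gave 0 genes, and between 452 and 558 genes at an unadjusted p under 0.05. The 6 splits that keep some pairs together gave 0 to 9 genes, and 2 of them as many as the real split (626 to 1042 genes at an unadjusted p under 0.05). With 4 splits the share cannot go below 0.05, so the test cannot rule out the grouping of the samples for the count at P2. At P7 the real split gave 3468 genes, and the other 3 of the 4 splits gave 0 to 1, so 1 of 4 was as large (155 to 257 genes at an unadjusted p under 0.05). The 6 other splits gave 0 to 2 genes.

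The ratio of *Pramef12* Null to *Pramef12* Het library totals was 0.968 at P7 and 1.17 at P2, with overlapping totals at both ages. No fit was adjusted for library size beyond the normalization, so a part played by it at P2 was not excluded. Across the tested genes, exon length correlated with the log2 fold change at P7 by Spearman's rho -0.0533. The downregulated share was 9.21% in the shortest of 3 equal groups of genes, 14.2% in the middle group and 16.5% in the longest, with median log2 fold changes of 0.03, 0.01 and 0.00.

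Of the 2221 genes downregulated at P7, 691 stayed downregulated when each sample was scaled on the spermatogonia markers, with a median log2 fold change of -1.18 before scaling, and 1530 did not. The 2221 include 52 spermatogonia markers and 0 Sertoli markers (4 of the 115 Sertoli markers were below 0). Of the 61 downregulated markers of SPG3, a subtype of spermatogonia in Supplementary Data 2, 26 stayed. Before scaling, the SPG3 markers had a median of -0.23, against 0.096 for SPG1, 0.015 for SPG2 and -0.011 for SPG4 markers. Downregulated markers numbered 5 for SPG1, 23 for SPG2 and 85 for SPG4, and upregulated ones 9, 19 and 23. The fall was thus uneven across the subtypes. These markers were chosen against other spermatogonia only, so their medians do not test a loss of germ cells as a whole. The scaling moves the median of all genes to 0.40, so it assumes that spermatogonia markers do not change within the cells, which these data cannot test. It lifts every gene by about as much, so the genes that stay are those with the larger falls. The paper reports fewer germ cells in *Pramef12* Null testes at P7, by DDX4 staining and as a smaller share of spermatogonia among single cells. That loss may account for any of the 2221 genes, and this split does not say for which. Scaled this way, *Pramef12* was -1.34, *Utf1* -2.07 and *Dmrtb1* -2.15, while *Plzf* (-0.29, adjusted p = 0.194 from edgeR) and *Ret* (-0.33, adjusted p = 0.2 from edgeR) no longer passed. Of the 1247 upregulated genes, 100 stayed upregulated when the samples were scaled on Sertoli markers. That scaling lowers every gene by about the Sertoli median of 0.28, so most modest rises lose their call by it. A change in cell composition that scaling on all genes turns into a rise of somatic genes may contribute, and it need not be equal across somatic cell types. The medians at P7 were 0.28 for Sertoli, 0.28 for Leydig and 0.24 for Unknown 2 markers, the last being a cluster the paper lists as unknown. They were 0.05 for myoid, 0.04 for Myoid 2, 0.12 for macrophage and -0.08 for cell cycle-related markers. With Sertoli scaling the myoid and macrophage medians became -0.23 and -0.16, and the Unknown 2 median -0.05. These medians do not tell a change in composition from a change within the cells.

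In the lists of Supplementary Data 3, which compare spermatogonia of the 2 genotypes within each subtype, genes were taken at adjusted p below 0.05, and 1 gene found in both directions was left out. Of those tested here, 171 are lower and 172 higher in *Pramef12* Null cells. Among these, 52 and 18 were downregulated in the P7 bulk samples, and 25 of the 52 and 3 of the 18 stayed downregulated after scaling on the spermatogonia markers. The 52 of 171 against 18 of 172 before scaling had p = 4.18e-06 (Fisher's exact test, two-sided), and the 25 of 52 against 3 of 18 among the downregulated genes had an odds ratio of 4.54 (Fisher's exact test, two-sided, p = 0.0254). Scaling keeps the larger falls whatever their cause, and genes are not independent, so it adds little. The lists themselves compare a single sample of cells per genotype, and the paper reports a batch effect between these samples. Their adjusted p cannot measure the spread between animals. Lower levels of some of these genes within spermatogonia remain a hypothesis that the bulk samples cannot settle. *Gm10260*, which heads one of the lists, had 0 counts in all 12 bulk samples.

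*Pramef12* itself fell further at P2 than all but 1 of 70 other spermatogonia markers, and at P7 than all but 2 of 69. The medians of the others were -0.13 and -0.37. Other germ cell genes the paper names fell as far or further, among them *Stra8* (-2.14) at P2 and *Ascl2* (-2.83), *Esrrb* (-2.73) and *Utf1* (-2.46) at P7 against -1.72 for *Pramef12*. Loss of the spermatogonia that express *Pramef12* may therefore contribute to its fall, and this comparison does not test it. Sequence shared with other genes (0% of the windows of *Pramef12*) was excluded.

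Within 20 Mb of *Pramef12*, 1 of 482 tested genes changed at P2, *Padi3*, against 6 of 16048 elsewhere (Fisher's exact test, two-sided, p = 0.187). A linked strain variant may still explain it. Without a filter the count was 10 of 812 (Fisher's exact test, two-sided, p = 0.0837). The odds ratio was 5.56 in the main fit, 1.79 without a filter and 2.22 with the replicate block. With DESeq2 on the 6 P2 samples, 2 of 547 genes changed near *Pramef12* against 73 of 19253 elsewhere, an odds ratio of 0.96. On all 12 samples the DESeq2 odds ratio was 0.85, so an excess near *Pramef12* was not seen with DESeq2.

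Genes that change with age in *Pramef12* Het testes tended to be shifted the opposite way in P7 *Pramef12* Null testes. Of the 2218 downregulated genes that were tested in all 12 samples, 1631 rose with age in *Pramef12* Het testes and 95 fell, and of the 1247 upregulated genes 159 rose and 650 fell. In *Pramef12* Null testes 776 of the downregulated genes rose with age and 412 fell. The 2 effects share P7 *Pramef12* Het samples, which by itself gives an opposite sign. When different P7 *Pramef12* Het samples were used for each effect, the correlation across genes was -0.332 on average (range -0.40 to -0.23, against -0.49 with shared samples), so the shared samples may account for part of it and do not account for all of it. The numbers of rising and falling genes above still use the shared samples. Genes are not independent replicates. Within the 115 Sertoli markers it was -0.136 (range -0.33 to 0.11) and within the 70 spermatogonia markers -0.66. Whether the opposition is due to the share of germ cells alone is left open by the Sertoli value. A candidate explanation is a delay in the rise of germ cell transcripts in *Pramef12* Null testes between P2 and P7, which these data do not separate from a loss of cells.

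In the P7 *Pramef12* Het and *Pramef12* Null samples numbered 6, 72 of 15126 genes were shifted together by at least 1 on the log2 scale from the other samples of their group, and 4 were shifted apart. At P7 the other same-numbered pairs had 28 and 33 genes shifted together, and pairs of different numbers 4 to 24. At P2 the same-numbered pairs had 21, 23 and 61, and pairs of different numbers 1 to 31. Of the 72 genes, 12 lie on chromosome 7 (16.7% against 7.78% of tested genes). The chance of as many on any chromosome was 0.0372 in a permutation test. The definition of a shifted gene was chosen after other definitions had been looked at, so this p-value cannot decide it. The other same-numbered pairs were not tested for this. At P7, 6 of 28 genes lay on chromosome 11 for number 4, and 10 of 33 on chromosome 2 for number 5. At P2 it was 6 of 21 on chromosome 2 for number 1, 4 of 23 on chromosome 14 for number 2, and 13 of 61 on chromosome 2 for number 3. Such a concentration was therefore not particular to the samples numbered 6. The 6 genes of the Y chromosome that were followed were 1.55 to 2.1 times as high in *Pramef12* Het sample 6 and 1.84 to 2.72 times as high in *Pramef12* Null sample 6 as in the other samples of the group. Of the 50-base windows of *Uba1y*, 48.1% also occur in *Gm2098* or other genes. *Xist*, which marks cells with 2 X chromosomes, stayed between 0.47 and 1.29 CPM in all 12 samples, so a female or mixed sample is not seen. The library of *Pramef12* Het sample 6 was 1.07 times the median of the age and that of *Pramef12* Null sample 6, the smallest of the 6, was 0.845 times, so the 2 do not share a large or a small library, and a part played by library size was not excluded. A shared strain variant, or any other source shared by same-numbered animals, may explain the shift, and no biological explanation was tested.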
